# PRC2 Represses Hormone-Induced Somatic Embryogenesis in Vegetative Tissue of *Arabidopsis thaliana*

**DOI:** 10.1371/journal.pgen.1006562

**Published:** 2017-01-17

**Authors:** Iva Mozgová, Rafael Muñoz-Viana, Lars Hennig

## Abstract

Many plant cells can be reprogrammed into a pluripotent state that allows ectopic organ development. Inducing totipotent states to stimulate somatic embryo (SE) development is, however, challenging due to insufficient understanding of molecular barriers that prevent somatic cell dedifferentiation. Here we show that Polycomb repressive complex 2 (PRC2)-activity imposes a barrier to hormone-mediated transcriptional reprogramming towards somatic embryogenesis in vegetative tissue of *Arabidopsis thaliana*. We identify factors that enable SE development in PRC2-depleted shoot and root tissue and demonstrate that the establishment of embryogenic potential is marked by ectopic co-activation of crucial developmental regulators that specify shoot, root and embryo identity. Using inducible activation of PRC2 in PRC2-depleted cells, we demonstrate that transient reduction of PRC2 activity is sufficient for SE formation. We suggest that modulation of PRC2 activity in plant vegetative tissue combined with targeted activation of developmental pathways will open possibilities for novel approaches to cell reprogramming.

## Author Summary

Somatic embryogenesis provides the strongest support for plant cell totipotency but reprogramming of non-reproductive tissue is problematic or even impossible in many plant species. Here we show that the activity of Polycomb Repressive Complex 2 (PRC2) constitutes a major barrier to hormone-mediated establishment of embryogenic competence in plant vegetative tissue. We identify a conservative set of transcription factors whose expression coincides with the establishment of embryogenic competence in vegetative tissue, among which are key developmental regulators of root, shoot and embryo development. We show that lowering the PRC2-imposed barrier combined with activating hormone treatments establishes embryogenic competence in different tissue types, which opens possibilities for novel strategies to plant cell identity reprogramming.

## Introduction

Plant cells have long been recognized for their capacity to become pluripotent and to enter various differentiation pathways in response to chemical or mechanical stimuli. This is exemplified by ectopic organ formation and entire plant regeneration from vegetative tissue in response to plant hormone and/or stress signaling, which is widely used for clonal propagation of horticultural species and as a developmental model system [1, 2].

The most extensive reprogramming establishes high level of pluripotency or even totipotency that allows somatic embryogenesis—the development of ectopic embryos from somatic cells in a process that is independent of gamete formation, fertilization or seed development [3]. Somatic embryo (SE) formation is usually induced by exposing somatic tissue to plant hormones or to abiotic stress [1]. In *Arabidopsis thaliana* (Arabidopsis), SEs can be efficiently produced by applying the synthetic auxin 2,4-dichlorophenoxyacetic acid (2,4-D) to immature zygotic embryos [4–7]. In addition to hormone-mediated SE-induction, SE in Arabidopsis can be also promoted by ectopic overexpression of specific transcription factor (TF) genes, such as the homeodomain TF *WUSCHEL* (WUS))[8], the AP2 TFs *PLETHORA 4/BABY BOOM* (*PLT4/BBM*))[9] or *PLT5/EMBRYO MAKER* (*PLT5/EMK*))[10], the MADS box TF *AGAMOUS-LIKE 15* (*AGL15*))[11, 12] or the *LEAFY COTYLEDON* genes *LEC1*[13] or *LEC2*[14], or by the overexpression of the *SOMATIC EMBRYOGENESIS RECEPTOR-LIKE KINASE 1* (*SERK1*))[15]. In many plant species, hormone-mediated SE induction requires sexual reproduction, as a high potential for SE formation is limited to microspores or zygotic embryos (ZEs) [16–19]. This also applies to Arabidopsis where ZEs present the most efficient source of auxin-induced SEs [16, 17]. Molecular barriers that prevent somatic embryogenesis from vegetative tissue remain poorly understood.

Polycomb repressive complexes (PRCs) are well-studied epigenetic executors of developmental phase transitions and cell fate specification in animals and plants [20–22]. By establishing repressive chromatin structures at developmental regulators, they ensure stable down-regulation of developmental programs that are not required at a particular time [21, 23]. PRC2 has histone methyltransferase activity for histone H3 lysine 27 trimethylation (H3K27me3). Distinct PRC2 complexes exist in Arabidopsis, which differ in composition and in function during development. The EMBRYONIC FLOWER (EMF) and VERNALIZATION (VRN) complexes are the PRC2 complexes acting in sporophytic tissues. The EMF and VRN complexes contain the Suppressor of Zeste 12 homologs EMF2 and VRN2, respectively. In addition, the complexes share the Extra sex comb homolog FERTILIZATION-INDEPENDENT ENDOSPERM (FIE), the p55 homolog MULTICOPY SUPRESSOR OF IRA 1 (MSI1) and the partly redundant Enhancer of Zeste homologs CURLY LEAF (CLF) or SWINGER (SWN) [24, 25]. Among other functions, PRC2 represses embryo maturation programs during the establishment of vegetative development in Arabidopsis [26, 27]. Absence of PRC2 is accompanied by ectopic activation of late embryogenesis developmental programs in vegetative tissue, marked by expression of embryo maturation genes and ectopic accumulation of embryonic storage molecules [26, 28–30]. Neutral lipids and expression of embryo maturation genes are also found in somatic tissue of mutants such as *pickle* [28, 31], suggesting that these features may also mark activation of biochemical pathways in the absence of altered development. It is, therefore, unclear what level of dedifferentiation is reached in PRC2-depleted plant cells.

Here we show that absence of PRC2 by itself is not sufficient to achieve full cell dedifferentiation required for somatic embryogenesis but that PRC2-depleted somatic cells respond to external hormone and stress treatments by becoming competent for somatic embryogenesis. We define a set of morphological, anatomical and molecular features of SEs that distinguish them from neutral lipid-containing structures that spontaneously develop in PRC2 mutant plants. By combining stable and transient PRC2-depletion with hormone treatments, we demonstrate that cell fate can be reset and somatic embryogenesis induced in PRC2-depleted shoot and root tissue. We propose that lowering the PRC2-imposed epigenetic barrier combined with hormonal stimuli allows ectopic co-activation of key developmental regulators and establishment of embryogenic potential in plant vegetative tissue.

## Results

### The potential of Arabidopsis zygotic embryos for auxin-induced somatic embryogenesis is lost during germination

In Arabidopsis, external application of the synthetic auxin 2,4-D to immature ZEs induces reprogramming and development of SEs [4–7, 16]. Somatic embryogenesis is induced following the removal of 2,4-D and requires the establishment of a gradient of the natural auxin indole-3-acetic acid (IAA) and expression of root- (RAM) and shoot-apical meristem (SAM) specifying genes [2, 32–34]. We used a modification of an established protocol for SE induction from immature ZEs [16] to determine the shortest duration of the 2,4-D treatment required for efficient SE development. Wild-type ZEs (early bent cotyledon stage, Fig 1A) were exposed to 5 μM 2,4-D for 3, 5 or 7 days (Fig 1B and 1E) after which they were cultured on hormone-free medium for additional 7 days. These treatments stimulated the development of mature primary somatic embryos (Fig 1D and 1E). While exposure to 2,4-D for 3 or 5 days resulted in the emergence of trichome-bearing true leaves from the SAM region of the ZE (Fig 1C), an exposure for 7 days resulted in the formation of callus-like tissue in the SAM region (Fig 1B) from which primary SEs emerged in 60–70% of ZEs (Fig 1D–1F). Using the 7-day 2,4D-treatment (Fig 1E), we tested the efficiency of SE formation using ZEs at different stages of development and seed germination. We found that the potential to form SEs decreases to below 10% in embryos from dry seeds and is lost in germinating embryos (Fig 1G).

**Fig 1:**
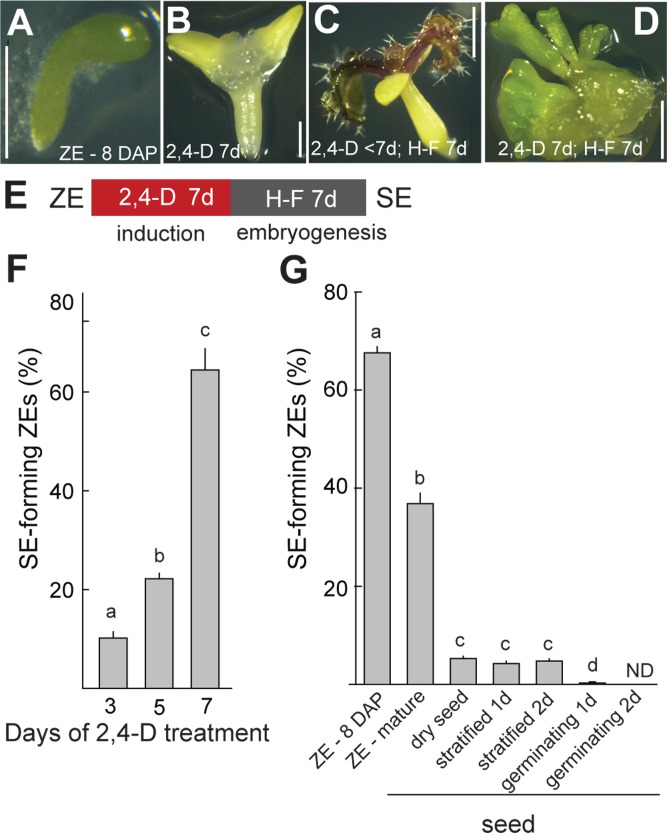
The potential to form somatic embryos (SE) from zygotic embryos (ZE) is lost during germination of wild-type Arabidopsis. Immature early bent cotyledon stage ZEs (A) are exposed to 5 μM 2,4-D (B) followed by transfer to hormone-free medium where SEs form (D, E). (C vs. D, F) 7 days of 2,4-D are required for efficient reprogramming to SE. (G) The potential to form SEs is reduced in dry seeds and lost during germination. Scale bars: (A, B) = 0.5 mm, (C, D) = 2 mm. Bars in F, G represent means ±SEM (F: N = 3 biol. replicates, >70 ZEs each; G: N = 4, >90 seeds each). H-F—hormone-free medium, d—day.

### PRC2 prevents auxin-induced formation of SEs from the shoot apex of seedlings

PRC2 activity is dispensable for zygotic embryo development [26] but it is required for the repression of seed dormancy and late embryogenesis genes in germinating seedlings [26, 27]. Mutants in the genes encoding the catalytic sporophytic PRC2 subunits *CLF* and *SWN* (*clf swn*) spontaneously develop poorly differentiated shoot organs and ectopic finger-like protrusions that ectopically accumulate neutral lipids [28, 29] (S1A Fig). Occasional SE formation was reported in *clf swn* [29], indicating that under specific conditions, the PRC2-depleted tissue may become embryogenic. Interestingly, the loss of embryogenic potential in germinating seeds (Fig 1G) coincides with transcriptional upregulation of genes encoding PRC2 subunits, especially of *CLF* ([27] S1B Fig). We hypothesized that the onset of PRC2 function during embryo germination may be one of the factors restricting the time window available for an effective auxin response and limit the SE potential in Arabidopsis. Although the SE-formation potential in ZEs is not significantly affected by the absence of either *CLF* or *SWN* (S1C Fig), its loss in germinating *clf* mutant seeds is slightly retarded (S1C Fig).

As CLF and SWN act at least partly redundantly [29], we tested the effect of combined CLF and SWN depletion on the SE potential in seedlings. Since *clf-29 swn-3* (further *clf swn*) plants do not produce seeds and mutant phenotypes become visible only after germination [26], *clf swn* seedlings were selected from the progeny of *clf/+ swn/-* plants 7 days after induction of germination. We exposed separated shoot and root explants of 7, 14 or 21 day-old wild-type, *clf*, *swn* and *clf swn* plants to 5 μM 2,4-D for different periods of time followed by 7-day culture on hormone-free medium (Fig 2, S2A Fig). Callus tissue formed in wild type, *swn* and the majority of *clf* shoot and root explants after 7-day 2,4-D-treatment and 7-day cultivation on hormone-free medium (Fig 2A and 2C). Structures containing neutral lipids that resembled wild-type ZE-derived SEs formed in 95% and 2.5% of *clf swn* shoot and root explants, respectively (Fig 2A, 2D and 2K). Even a 60-hour 2,4-D-pulse was sufficient to induce SE formation in 87% of *clf swn* shoot explants (Fig 2B and 2D), suggesting accelerated response to the treatment compared to wild-type ZEs (Fig 1F). Staining by Sudan Red 7B showed that all three observed types of structures–namely the finger-like protrusions that spontaneously develop in *clf swn* [28, 29] (S1A Fig, Fig 2F–2I), the 2,4-D-induced *clf swn* structures (Fig 2J–2L) and the wild-type ZE-derived SEs (Fig 2M–2O)–contain neutral lipids (Fig 2G, 2K and 2O, respectively). The 2,4-D-induced *clf swn* structures (Fig 2J–2L) nevertheless differed from mock-treated *clf swn* (S1A Fig, Fig 2F–2I) and resembled wild-type SEs (Fig 2M–2O) in several aspects. First, they were larger in size, being 2–3 mm long in 2,4-D-derived *clf swn* and wild-type SEs compared to ca 1 mm in the spontaneously-developing *clf swn* structures (Fig 2J vs. 2G). Second, they formed morphologically clear root and shoot apical poles. Third, they were loosely attached to the parental explant at the root pole or at the root-hypocotyl transition zone, generally lacking vasculature and vascular connection to the parental explant (S2B Fig). Due to their morphological similarity to wild-type SEs, we designated the 2,4-D-induced *clf swn* structures "SEs" in contrast to the "SE-like" structures spontaneously formed in *clf swn* that also contain neutral lipids typically present in the embryo but lack other resemblance to wild-type SEs. Efficiency of SE formation in *clf swn* shoot explants and SE morphology were independent of plant age (S2A Fig) but the SE morphology depended on the duration of the 2,4-D treatment (Fig 2D vs. 2E). While short (60 h) 2,4-D-exposure led to the formation of SEs resembling wild-type ZE-derived SEs (Fig 2D), extended treatment induced 95% of explants to develop stunted malformed SEs with detectable root pole but lacking clearly distinguished cotyledons (Fig 2B–2E). This observation is consistent with a reported inhibitory effect of extended auxin treatment [2]. Under the tested conditions, we have not observed SEs developing from *clf swn* hypocotyls, true leaves or the majority of root explants (Fig 2P–2R). Most SEs originated form the shoot apex region (Fig 2J) and, occasionally, from the cotyledon margins (Fig 2S). Similarly to wild-type ZEs (Fig 1B), where no SEs were morphologically distinguishable after 7-day 2,4-D treatment, no SEs were visible on the shoot apex at the end of a 7-day induction in *clf swn* (Fig 2T), suggesting that embryogenesis mainly occurs after the removal of 2,4-D.

**Fig 2:**
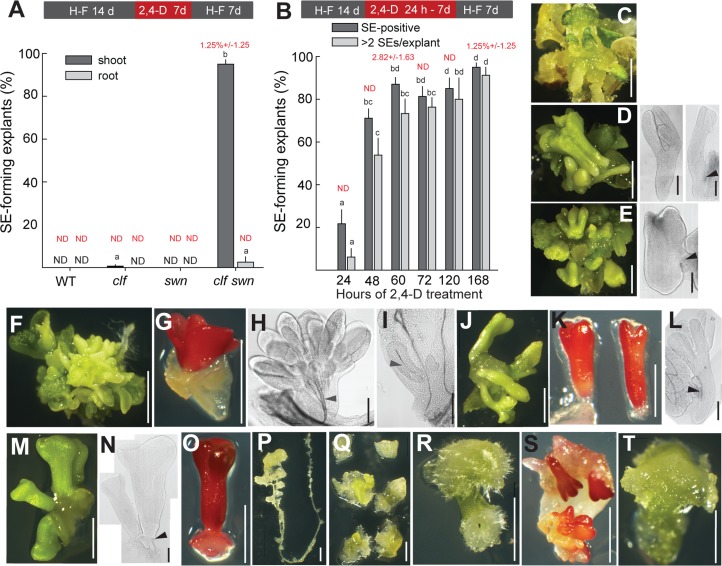
2,4-D induces somatic embryo (SE) development in PRC2-depleted tissue. (A) 7-day 5 μM 2,4-D treatment of *clf swn* PRC2 mutants but not wild-type (WT) or single mutant shoot explants results in SE development. (B) 60-hour exposure to 5 μM 2,4-D is sufficient to induce efficient SE formation in *clf swn*. Following 2,4-D treatment, callus forms in WT (C) while SEs develop from *clf swn* (D). Stunted embryos form in *clf swn* after long (7-day) exposure to 2,4-D (E). (F–T) Morphology of explants: (F–I) *clf swn* explants on hormone-free medium. (J–L) *clf swn* explants treated with 2,4-D. (M–O) WT SEs originating from 2,4-D-treated ZEs. Generally, SEs do not develop after 2,4-D treatment of *clf swn* root (P), cotyledon or true leaf (Q) and hypocotyl (R). Occasionally, SE development on cotyledon margins was observed (S). No visible SE formation is observed at the end of a 7-day 2,4-D treatment of the *clf swn* shoot apex before transfer to hormone-free medium (T). Black arrowheads in (D, E, L, N) indicate the site of most frequent SE attachment to parental explant. Grey arrowheads in (H, I) point to vascular tissue attaching the SE-like structures to parental explants. Embryonic lipids (G, K, O, S) were visualized by Sudan Red 7B. Bars in graphs represent means ±SEM (N = 3–4 biol. replicates with 50 (A) or 30 (B) explants each). Red number above bars in (A) and (B) indicate the percentage of SE formation ±SEM in mock (DMSO)-treated explants. Scale bars: white = 2 mm, black = 0.2 mm. H-F -hormone-free medium, h—hour, d—day.

Since the perception, transport and metabolism of 2,4-D differs from other synthetic and natural auxins [35], we tested the ability of 1-naphthaleneacetic acid (NAA) and indole-3-butyric acid (IBA), two auxins routinely used in horticulture, to induce SEs in *clf swn*. 50 μM IBA induced 12% and 50 μM NAA 48.5% of the explants to form SEs, demonstrating that the SE-inducing effect is not limited to 2,4-D but can also be observed for other auxins (S2C Fig).

Together, these results showed that PRC2 activity in the shoot apex of germinated seedlings prevents auxin-induced somatic embryogenesis. The high induction efficiency (approximately 85% of shoots forming SEs) and relatively short induction time (50–70 hours) offered the opportunity to establish an experimental model system to address processes associated with somatic embryogenesis.

### The presence of functional root apical meristems distinguishes SEs from SE-like structures

Size, formation of apical and basal poles and loose attachment to parental explants distinguished *clf swn*-derived SEs from SE-like structures (Fig 2J–2L vs. 2F–2I, respectively). We therefore tested whether the morphological differences between SEs and SE-like structures reflected different activation of genes required for apical meristem and organ identity establishment. We compared the expression of genes marking root identity (*WOX5*, *SCR*, *PLT1*, *PLT2*) and shoot apical meristem (SAM) identity (*WUS*, *STM*) in wild-type seedlings, ZEs and SEs to *clf swn* seedlings, SEs and SE-like structures (Fig 3A, S3 Fig). No relevant differences that could distinguish SEs from SE-like structures were observed in the expression level of *WUS*, *STM*, *WOX5* and *SCR* (S3 Fig). In contrast, the expression of the root stem cell niche patterning genes *PLT1* and *PLT2* [36] (Fig 3A), but not of *PLT3* and *PLT4/BBM* [37] (S3 Fig), distinguished wild-type ZEs, wild-type SEs and *clf swn* SEs from the SE-like structures. Although both *PLT1* and *PLT2* are PRC2 targets [38–40], transcriptional activation in *clf swn* was limited to SEs suggesting that the 2,4-D treatment is required for the induction of *PLT1* and *PLT2* expression in the mutant background.

**Fig 3:**
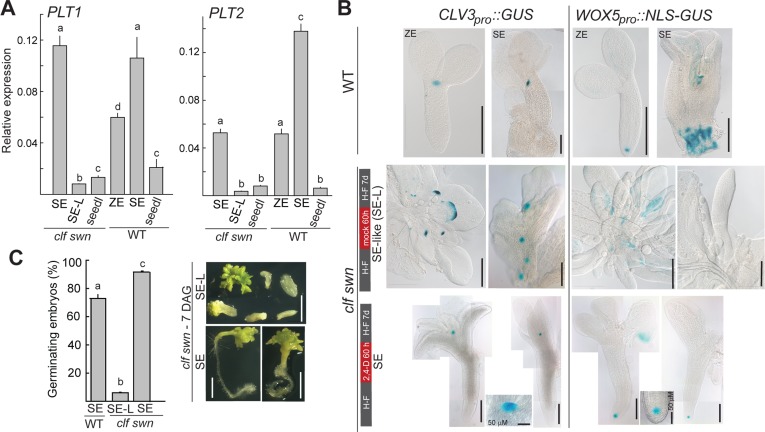
2,4-D treatment is required to trigger the development of a functional root apical meristem. (A) Expression of *PLT1* and *PLT2* in *clf swn* and wild-type (WT) somatic embryos (SE), SE-like (SE-L) structures, zygotic embryos (ZE) and seedlings. (B) Expression of shoot (*pCLV3*::*GUS*) and root (*pWOX5*::*NLS-GUS*) apical meristem markers in WT-derived ZEs and SEs and in *clf swn* 2,4-D-induced SEs and mock SE-L structures. (C) Germination efficiency of SEs and SE-L structures after 7 days on hormone-free medium. Examples of germinated *clf swn* SEs or SE-L structures are shown on the right. Scale bars: white = 2 mm, unlabeled black = 0.2 mm. Bars in graphs represent means ±SEM (N = 2 biol. replicates, 40 embryos each). H-F—hormone-free medium, seedl–seedling, h—hour, d–day, DAG–days after germination.

We next tested whether SEs or SE-like structures have functional apical meristems. First, the respective SAM- and RAM-specific reporter lines *CLV3*_*pro*_::*GUS* and *WOX5*_*pro*_::*NLS-GUS* [34, 41–43] were introgressed into *clf swn*. *CLV3*_*pro*_::*GUS* was expressed in a single focus in the apical part of wild-type ZEs as expected (Fig 3B). Wild-type SEs had one or more *GUS*-expressing foci, indicating multiple SAM regions. In general, *clf swn* SEs had a single *CLV3*_*pro*_::*GUS*-expressing region. In contrast, SE-like structures had multiple regions of ectopic *GUS* expression (Fig 3B), suggesting the presence of multiple ectopic SAMs in untreated *clf swn*. In the wild type, *WOX5*_*pro*_::*NLS-GUS* was expressed in a single domain marking the RAM in ZEs but its expression was mostly dispersed throughout the basal part of ZE-derived SEs similar to the previously reported *PIN4* and *DR5*::*GUS* expression in SEs [32]. We could only detect well localized *WOX5*_*pro*_::*NLS-GUS* expression in the *clf swn*-derived SEs but not in SE-like structures (Fig 3B), suggesting that an organized RAM region distinguishes SEs from SE-like structures. Next, we tested whether the apical meristems in SEs are functional by germinating SEs or SE-like structures on hormone-free medium for 7 days (Fig 3C). The majority of SEs and some SE-like structures produced more shoot tissue, probably reflecting the number of established ectopic SAMs in the detached explants. Whereas about 73% of wild-type and 92% of *clf swn* SEs developed roots, only 6% of the SE-like structures did so (Fig 3C), demonstrating that presence of a functional RAM is the rule in *clf swn* SEs but an exception in SE-like structures.

In summary, PRC2 depletion alone results in the formation of neutral lipid-containing SE-like structures that can develop a functional SAM but usually lack a RAM. A RAM almost exclusively develops in response to external auxin treatment and differentiates the developmentally autonomous SEs from the SE-like structures.

### Partial and transient reduction of PRC2 activity is sufficient for auxin-mediated somatic embryogenesis and plant regeneration

SE development in Arabidopsis ZE-based embryogenic cultures (Fig 1A–1F), as well as in *clf swn* shoots (Fig 2B, 2D, 2E and 2T) requires sufficient duration of 2,4-D-mediated induction phase followed by 2,4-D removal which facilitates embryogenesis. We first asked which of these two phases was repressed by PRC2 utilizing a genomic *CLF-GR* construct (*CLF*_*pro*_::*CLF-GR* [44]) that allowed dexamethasone (dex)-inducible translocation of the CLF-GR fusion protein into the nucleus, complementing CLF activity in the *clf swn* mutant plants (S4 Fig). We observed partial CLF activity even in the absence of dex in all transgenic *clf swn CLF-GR* lines, which was manifested by a higher amount of H3K27me3 at selected PRC2 target genes, a lower extent of their up-regulation and a less severe developmental phenotype of *clf swn CLF-GR* than *clf swn* plants (S4A–S4E Fig). Partial CLF activity in the absence of dex was also reported for other *clf swn CLF-GR* lines [45]. Consequently, efficient SE formation in *clf swn CLF-GR* shoot explants required 7 days of 2,4-D inductive treatment (Fig 4), similarly to what was required for SE induction from wild-type ZEs (Fig 1B). In the absence of dex, SE efficiency in independent transgenic lines varied between 35% and 50% (Fig 4A–1, S4F Fig). Addition of dex to the 2,4-D-containing medium completely prevented SE formation (Fig 4A–2), demonstrating an immediate effect of CLF in repressing the embryogenic potential. Importantly, dex-induced translocation of CLF to the nucleus at the time of auxin withdrawal did not significantly affect the SE development (Fig 4A–3). Together, these results established that reduced activity of CLF-containing PRC2 during the 2,4-D inductive treatment is necessary and sufficient for SE formation but that reduced CLF-PRC2 activity after 2,4-D withdrawal does not considerably affect the efficiency or morphology of the developing SEs.

**Fig 4:**
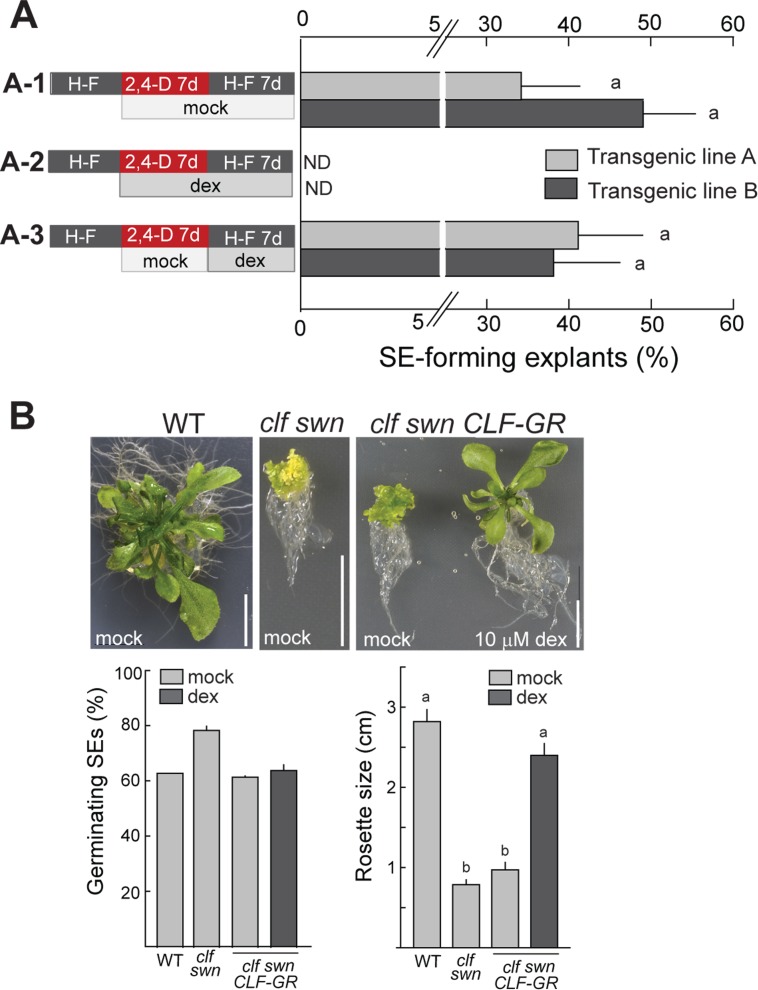
Reduced PRC2 activity in the early phase of reprogramming is sufficient for somatic embryogenesis and SE-derived plant regeneration. (A) Reduction of PRC2 activity in early but not later phases of reprogramming or embryogenesis is essential for somatic embryo (SE) development from *clf swn CLF-GR* explants treated with dexamethasone (dex) at different stages of SE induction. Results of two independent transgenic lines are shown. Bars represent means ±SEM (N = 3 biol. replicates with >50 explants each). (B) Examples of phenotypes of plants regenerated from SEs (upper panel), germination efficiency of SEs (lower left) and quantification of rosette size of 3-week-old regenerated sterile-grown plants (lower right). Bars represent means ±SEM (N = 2 biol. replicates with 20 SE each for germination; N = 11 plants for rosette size measurement). H-F—hormone-free medium, d—day.

We next tested whether SEs generated by 2,4-D in the transient absence of PRC2 are capable of regenerating entire plants. To this end, we compared plants germinated from *clf swn*-derived SEs in the presence or absence of dex with plants regenerated from wild-type ZE-derived SEs (Fig 4B). The germination efficiency of the *clf swn CLF-GR* SEs was comparable to wild-type SEs and was independent of the presence of dex. The germinated SEs from mock-treated *clf swn CLF-GR* failed to stably establish a vegetative phase and differentiate true rosette leaves, resembling the *clf swn* SE-derived plants. On the contrary, the *clf swn CLF-GR* SEs germinated and grown in the presence of dex produced plants with differentiated rosette leaves that phenotypically resembled the wild-type SE-derived plants.

Altogether, these results show that transient absence of PRC2 activity during initial phases of 2,4-D induction is sufficient for producing SEs that are capable of regenerating fully differentiated plants if PRC2 activity is restored during germination and plant growth.

### Combined wounding and 2,4-D treatment is required to efficiently trigger somatic embryo development in the PRC2-depleted shoot apex

Wounding can contribute to cell fate reprogramming in plants [46]. Generating explants used for the 2,4-D-mediated reprogramming involves seedling dissection, and a wound response could potentially serve as an additional factor contributing to SE development in our experimental system. We therefore addressed the relative contribution of the individual treatments (Fig 5, S5 Fig) and found that applying 2,4-D for 60-hours to dissected (wounded) or intact *clf swn* seedlings induced different morphological outcomes (Fig 5A). Only the combination of wounding and 2,4-D triggered efficient SE formation in 87% of explants. 2,4-D treatment without wounding induced SE formation in 19.6%, wounding only in 2.8% and absence of treatment in 0.7% of shoot explants (Fig 5A). Notably, extended (7-day) treatment with 2,4-D alone resulted in 52% SE efficiency compared to the 19.6% after 60 hours (S5A Fig), suggesting that wounding combined with 2,4-D treatment enhances the induction rate but that 2,4-D is the main trigger. As wounding triggers a rapid increase of active forms of jasmonic acid [47], we further tested whether methyl jasmonate (MeJA) can substitute wounding in SE induction (S5B Fig). Concentrations of 5–20 μM MeJA induced SE formation with half the efficiency of wounding (approximately 40% compared to 81%) and using higher concentrations resulted in decrease of SE formation, indicating that jasmonate signaling contributes to the 2,4-D-mediated SE induction but does not fully explain or substitute the wounding effect.

**Fig 5:**
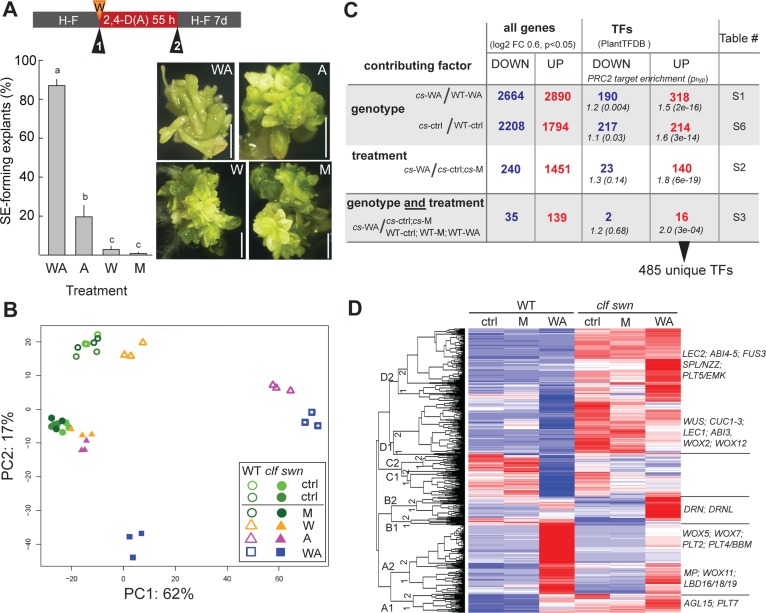
Wounding and 2,4-D treatment are required for efficient shoot explant reprogramming to somatic embryo (SE) development marked by ectopic co-activation of root, shoot and embryo development. (A) Quantification of the effect of treatment on shoot explants and example of explant morphology. Numbers 1 and 2 in triangles mark the points of tissue collection for RNA-sequencing (see S5B Fig for complete scheme). Bars represent mean ±SEM, N = 4 biol. replicates with 30 explants each. Scale bar = 2 mm. (B) Principle component analysis of RNA-seq samples using 500 genes with the highest coefficient of variance. (C) Summary of differential gene expression in the wounding and 2,4-D-treated *clf swn* sample (*cs*-WA) (S1–S4, S6 Tables). Absolute numbers of identified genes are shown, percentage of PRC2-targets (PcG) and their enrichment compared to genome-wide level. (D) Heatmap of 485 transcription factors up-regulated in the wounding and 2,4-D-treated *clf swn* sample (*cs*-WA) (S5 Table). Examples of TFs present in different expression clusters that are analyzed in Fig 6 or discussed in text are shown. WT–wild type, *cs*–*clf swn*, TF–transcription factor, ctrl–tissue before treatment, A—2,4-D (auxin), M—mock, W–wounding, H-F—hormone-free medium, h—hour, d—day.

### Tissue with embryogenic potential is marked by ectopic co-expression of transcription factors that specify root, shoot and embryo identity

We next asked what gene expression changes are associated with the induction of SE development. We performed RNA-sequencing using dissected shoot apexes from wild-type and *clf swn* plants after single or combined wounding and 2,4-D treatments, which represented tissue enriched or depleted for embryogenic cells (S5C Fig, Fig 5A). 

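The experiment covered shoot apexes of 14-day-old wild-type (WT) and *clf swn* (*cs*) plants. Tissue was collected before treatment (ctrl) and after 55 h of mock treatment (M), 5 µM 2,4-D (A), wounding (W) or both (WA). The authors deposited the number of reads counted on each of 28775 genes in 35 libraries, without normalization. Each treatment had 3 replicates per genotype. Untreated tissue had 5 wild-type and 6 *clf swn* libraries, named as a set C0 with 3 libraries per genotype and a set C1 with the rest. The biological replicates were made at different times, and the libraries of each replicate shared a sequencing lane. Between 11375703 and 18094983 reads per library were counted on genes, with a median of 14665511. A count of 3, taken as the floor for fold changes, corresponded to 0.166 to 0.264 CPM, counts scaled to a common library total. Differential expression was tested with edgeR's quasi-likelihood test after TMM normalization, on genes passing edgeR's filter on low counts. A gene was called up- or down-regulated when its Benjamini-Hochberg adjusted p was under 0.05 and each treated replicate differed from each control replicate by a log2 ratio of CPM of at least 0.6. The single and combined treatments were also compared with mock-treated tissue in 1 model of all 10 groups. In that model a call required an adjusted p under 0.05 and a log2 fold change of at least 0.6 in either direction, and an interaction required the adjusted p alone.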

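The counts on the 2 mutated genes separated the genotypes in each library. *CLF* was at 29.5 to 55.6 CPM in the 17 wild-type libraries and at 0.775 to 1.92 CPM in the 18 *clf swn* libraries. In untreated tissue of set C0 it averaged 39.9 ± 2.17 CPM (SD, n = 3) in wild type and 0.987 ± 0.103 CPM (SD, n = 3) in *clf swn*. The log2 fold change was -5.32 (standard error 0.13, adjusted p = 6e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Exons of 2 neighbouring genes overlap 2.3% of the exons of *CLF* in the annotation of TAIR10.1. *SWN* was at 39.6 to 68.7 CPM in wild type and at 18.7 to 33.3 CPM in *clf swn*, a log2 fold change of -0.97 in untreated tissue (standard error 0.10, adjusted p = 7.4e-05, same test).

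**Figure D1:**
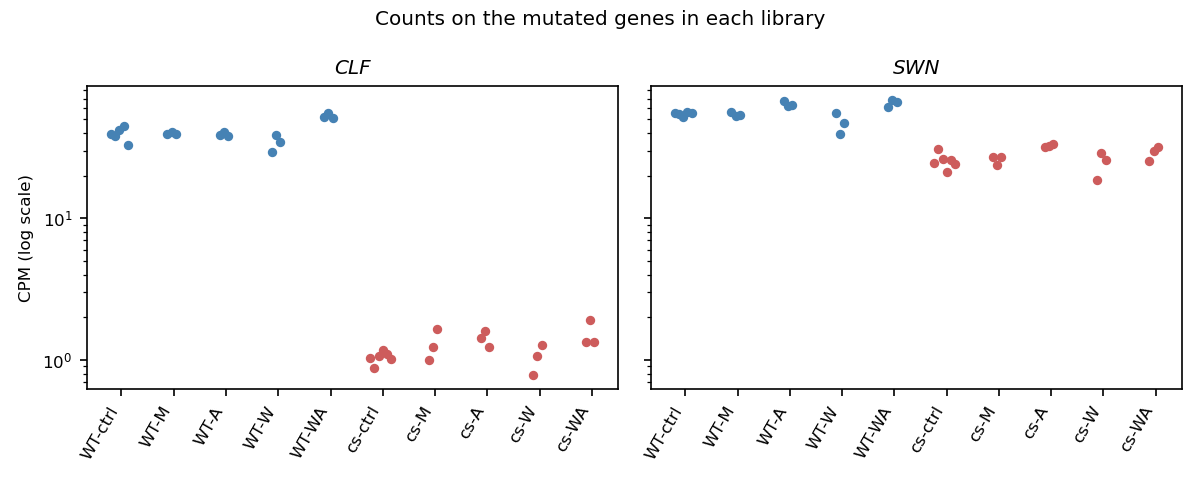
CPM of *CLF* and *SWN* on a log scale in the 35 libraries, 1 point per library, by genotype (blue, wild type; red, *clf swn*) and treatment. The *CLF* points of the genotypes lie apart, and the lowest wild-type point is 15.4 times the highest *clf swn* point.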

Principle component analysis (Fig 5B) identified two main principal components (PCs) which together explained 79% of the variance, separating samples on the basis of the applied treatment and the genetic background. 

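From log2(CPM + 1) of the 500 genes with the highest coefficient of variation of CPM, among genes passing the filter on low counts, the first PC explained 69.6% of the variance and the second 14.7%, together 84.4%, where the paper gives 62% and 17%. Differences between the 10 groups made up 99.6% of the variance along the first PC and 99.1% along the second, so the spread between replicates was small beside that between groups. Among the other settings, taking 2000 genes moved the shares most, to 49.8% and 33.2%.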

The first PC, which explains 62% of the variance, represents mainly the effect of 2,4-D-treatments on wild type. 

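On the first PC, the wild-type libraries treated with 2,4-D lay at 47.2 ± 2.3 (SD, n = 3) for WT-A and 54.0 ± 0.3 (SD, n = 3) for WT-WA. The other wild-type libraries lay at -10 ± 1.5 (SD, n = 5) for WT-ctrl, -10.7 ± 1.7 (SD, n = 3) for WT-M and -0.1 ± 3.3 (SD, n = 3) for WT-W. In *clf swn*, 2,4-D alone moved the mean position from -16.6 ± 0.9 (SD, n = 3) in *cs*-M to -12.2 ± 0.4 (SD, n = 3) in *cs*-A.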

The second PC, which explains 17% of the variance, represents the effect of the combined wounding and 2,4-D-treatment on *clf swn* and the background difference between wild type and *clf swn*. Thus, PC2 reflects embryogenic potential of the probed tissue. 

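The *cs*-WA libraries lay at -29.3 ± 1.4 (SD, n = 3) on the second PC and at 3.1 ± 1.4 on the first. The untreated libraries lay at 11.3 ± 1.6 (SD, n = 5) in wild type and at -1.7 ± 0.5 (SD, n = 6) in *clf swn*. The mock-treated libraries were placed alike, at 11.3 ± 0.3 (SD, n = 3) and -0.9 ± 0.7 (SD, n = 3). The combined treatment also moved wild type towards lower values on this PC, from WT-M to -1.1 ± 1.1 (SD, n = 3) in WT-WA.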

The wounded and 2,4-treated *clf swn* samples were separated from all other samples including the *clf swn* single treatments, suggesting a unique effect of the combined treatment in *clf swn* (Fig 5B). 

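The 3 *cs*-WA libraries lay between -30.9 and -28.5 on the second PC, and the lowest other library, of *cs*-W, at -6.5. In the plane of both PCs the smallest distance from a *cs*-WA library to any other library was 25.2, against at most 3.5 between *cs*-WA libraries. They were also apart on the second PC with genes ranked by the coefficient of variation of log2(CPM + 1), with a pseudocount of 0.1, with genes scaled to unit variance and with genes at a mean CPM of at least 1. They were not apart on it with the genes of highest variance of log2(CPM + 1), with 2000 genes or with all genes passing the filter.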

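Against *cs*-M, 1229 genes were up- and 1340 down-regulated in *cs*-A, and 213 were up- and 12 down-regulated in *cs*-W. A wounding by 2,4-D interaction within *clf swn*, the departure of *cs*-WA from the sum of both single treatments on the log2 scale, was found for 165 genes with a positive and 59 with a negative term among 21115 tested genes (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At an unadjusted p under 0.05 there were 3002 genes. The count of negative terms depended on single libraries and ran from 9 to 504 over the 12 fits that each left out 1 replicate.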

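Against mock-treated tissue, the combined treatment up-regulated 4858 and down-regulated 5280 genes in wild type, and 2071 and 1792 genes in *clf swn*. The difference between these responses was tested as the interaction of genotype and combined treatment. It passed an adjusted p of 0.05 for 9539 of 21115 genes (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). On the signed log2 scale the response was higher in *clf swn* than in wild type for 5153 of them and lower for 4386. Here and below, a gene repressed in wild type and less so in *clf swn* counts as higher. These counts therefore do not show which genotype changed more.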

The embryogenic potential therefore seemed to a large extent determined by different effects of the combined 2,4-D and wounding treatments in the wild-type and in the *clf swn* genetic backgrounds.

We searched for gene expression signatures associated with the embryogenic competence. 2664 genes were down-regulated and 2890 genes up-regulated in wounding- and 2,4-D-treated *clf swn* shoot explants that were competent to develop SEs compared to identically treated wild-type plants that never developed SEs (Fig 5C, S1 Table). 

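In *cs*-WA compared to WT-WA, 3443 genes were up-regulated and 2448 down-regulated among 20103 tested genes, beside 2890 and 2664 in the paper. Up-regulated genes made up 58.4% of the calls. The count moved most when the fold rule was dropped: 6417 genes were higher and 6141 lower at an adjusted p under 0.05 alone (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of 1998 genes listed as up-regulated in the readable part of S1 Table, 1874 were tested and 1848 called up-regulated. Of 693 genes listed as down-regulated there, 650 were tested and 567 called down-regulated. Since these lists are the paper's own calls on the same libraries, this overlap shows no stability.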

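Among the called genes, the 3 largest log2 fold changes in each direction are given. *RTNLB13* was at 90.0 ± 21.7 CPM (SD, n = 3) in *cs*-WA and had no count in WT-WA, at least 455-fold higher. *ABI4* came next. AT3G44070 was at least 94.3-fold higher, and exons of a neighbouring gene, AT3G06715, overlap 15.6% of its exons in the annotation of TAIR10.1. In the other direction, *PR1* fell from 553 ± 142 CPM (SD, n = 3) in WT-WA to 0.135 ± 0.128 CPM (SD, n = 3) in *cs*-WA, a log2 fold change of -11.91 (standard error 0.41, adjusted p = 4e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *AIG1* was at least 455-fold lower. AT5G04120 was at least 210-fold lower, and 1.3% of its exons overlap those of a neighbouring gene.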

The upregulated genes were enriched for gene ontology (GO) categories related to carpel, ovule and embryo development, lipid storage, photosynthesis and redox processes (S5D Fig) and included 318 transcription factor (TF) genes (Fig 5C, S1 Table). 

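The genes that S1 Table lists under these GO categories were looked up in the counts, and the enrichment itself was not recomputed. These genes are the paper's own calls on the same libraries, so their agreement here shows no stability. Categories read with 39 genes may end early in the text used here. All 11 genes listed for carpel development were up-regulated in *cs*-WA compared to WT-WA, as were 39 of 39 genes listed for embryo development and 39 of 39 for photosynthesis. Of 14 genes listed for ovule development 13 were tested, and these 13 were up-regulated. Of 12 genes listed for lipid storage 11 were tested and up-regulated, with a median log2 fold change of 8.19. Of 39 genes listed for oxidation-reduction processes 36 were tested and up-regulated. Among the 318 listed TF genes, 308 were tested and 305 called up-regulated, with a median log2 fold change of 2.72. By the adjusted p alone all 308 passed, over all genes as over the list (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and since the list is the paper's own the latter shows no stability.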

To identify similarities between TFs upregulated in the wounding- and 2,4-D-treated *clf swn* tissue and organ-specific TF expression, we performed biclustering analyses against anatomy categories in the Genevestigator data warehouse [48]. This established that many of the upregulated TFs are expressed in the shoot apex (70 TFs– 22%), embryo (69 TFs– 22%), ovule (61 TFs– 19%), suspensor (38 TFs– 12%) and endosperm (43 TFs– 14%) of wild-type plants (S6A Fig). 

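The transcripts of 10 shoot and embryo TF genes were compared between *cs*-WA and WT-WA: *WUS*, *CUC1*, *CUC2*, *CUC3*, *LEC1*, *LEC2*, *FUS3*, *ABI3*, *ABI4* and *ABI5*. All 10 were called up-regulated, and all 10 also passed when p was adjusted over these genes alone. Their median log2 fold change was 6.29, from 2.98 to 12.25. *ABI3* rose from 1.35 ± 0.107 CPM in WT-WA to 207 ± 8.08 CPM in *cs*-WA (SD, n = 3 each), a log2 fold change of 7.21 (standard error 0.11, adjusted p = 5.6e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *CUC2* was at 0.892 ± 0.355 CPM in WT-WA and 15.9 ± 2.96 CPM in *cs*-WA (SD, n = 3 each), a log2 fold change of 4.09 (standard error 0.28, adjusted p = 1.2e-05, same test). *LEC1* remained weakly expressed, at 2.33 ± 0.381 CPM in *cs*-WA and 0.278 ± 0.072 CPM in WT-WA (SD, n = 3 each), a log2 fold change of 2.98 (standard error 0.33, adjusted p = 0.00014, same test). The log2 fold changes of *CUC1*, *CUC3*, *FUS3* and *ABI5* were 3.73, 5.72, 6.86 and 3.13, with standard errors of 0.19, 0.36, 0.31 and 0.34. *WUS* had no count in WT-WA and 1.75 ± 0.252 CPM (SD, n = 3) in *cs*-WA, at least 8.85-fold higher. Against the same absence of counts, *LEC2* was at least 24.6-fold and *ABI4* at least 211-fold higher. Before treatment, in *cs*-ctrl against WT-ctrl, all 10 were called up-regulated too, with a median log2 fold change of 5.28, from 1.67 to 10.28.

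**Figure D2:**
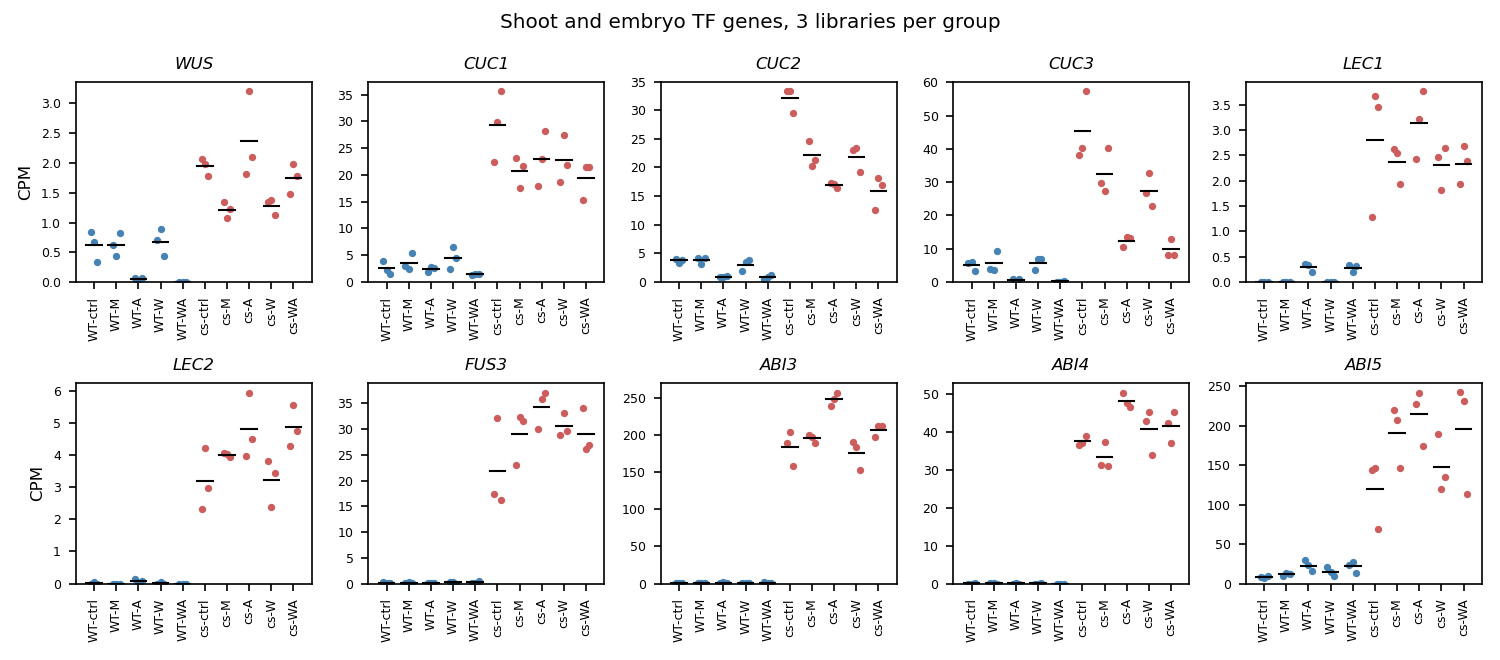
CPM of 10 shoot and embryo TF genes in each group, 1 point per replicate and a line at the mean of 3 replicates (blue, wild type; red, *clf swn*; ctrl shows set C0). In all 10 panels the *clf swn* points lie above the wild-type points in untreated and mock-treated tissue as well.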

Known shoot and embryo-specific TFs such as *WUS*, *CUP-SHAPED COTYLEDON* (*CUC1*, *CUC2* and *CUC3*), *LEC1*, *LEC2*, *FUSCA 3* (*FUS3*) or *ABSCISIC ACID INSENSITIVE* (*ABI3*, *ABI4*, *ABI5*) were among the upregulated genes. Among the genes down-regulated in treated *clf swn* compared to wild type (Fig 5C, S1 Table), overrepresented GO categories included defense response to biotic and abiotic stresses or response to hormones, including abscisic and salicylic acid or auxin (S5D Fig, S1 Table), suggesting lower amplitude of response to the treatment in the mutant. 

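Of the 2448 genes down-regulated in *cs*-WA compared to WT-WA, 1251 (51.1%) were up-regulated in WT-WA compared to the wild-type controls, and 77 were down-regulated there. Both comparisons share the WT-WA libraries, which by itself favours this overlap, so it does not measure the size of the response. The size of the response was compared through the log2 fold changes of WA against mock in each genotype. Among the 10138 genes called in wild type, the slope of *clf swn* on wild type through the origin was 0.374. It was 0.498 among the 4858 of them up-regulated in wild type and 0.204 among the 5280 down-regulated there. The change was smaller in *clf swn* for 90.5% of these genes and had the same sign for 75.7%. Among the 3863 genes called in *clf swn* the slope was 0.636, the setting that moved it most, and 54.4% of the genes had a smaller change in *clf swn*, while the slope of wild type on *clf swn* was 0.758. Over all 21115 tested genes it was 0.371. With 1 replicate left out in each of 12 fits, the slope among genes called in wild type stayed between 0.353 and 0.391. These slopes run across genes, which are not independent replicates.

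**Figure D3:**
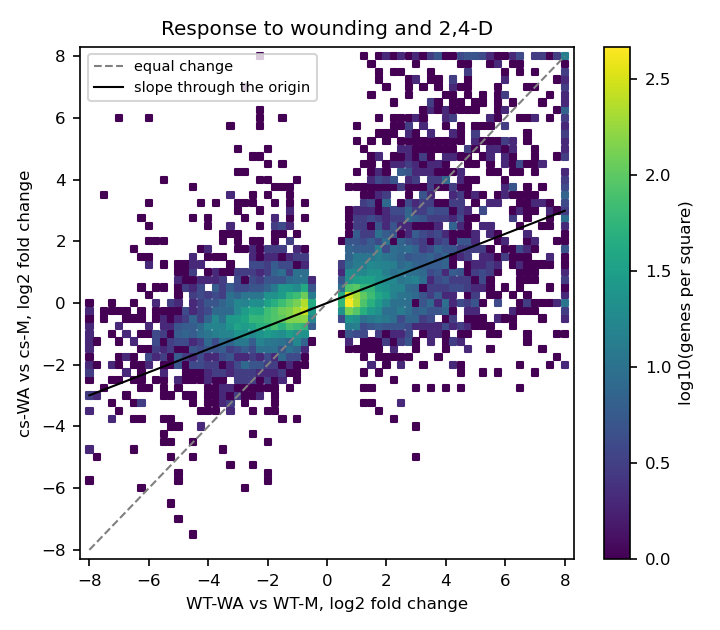
Log2 fold change of WA against mock in *clf swn* (y axis) and wild type (x axis) for the 10138 genes called in wild type, as squares shaded by the number of genes, with values beyond 8 in either direction drawn at 8. The fitted line has a slope of 0.374 and the dashed line marks equal change.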

We next addressed the contribution of the combined wounding and 2,4-D treatment in *clf swn* (Fig 5C, S2 Table). The treatment in *clf swn* resulted in the down-regulation of 240 genes related to metabolic processes and oligonucleotide transport (S5E Fig, S2 Table) and the up-regulation of 1451 genes enriched for GO categories related to cell wall organization, auxin and oxidative stress response, gravitropism and root development–S5E Fig, S2 Table). 

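Tested against *cs*-ctrl and *cs*-M pooled, 1162 genes were up- and 345 down-regulated in *cs*-WA among 19653 tested genes, where the paper gives 1451 and 240. Of the 1451 genes that S2 Table lists as up-regulated 1075 were tested and 1001 called, and of the 240 listed as down-regulated 225 were tested and 194 called. Among the listed genes of each GO category, 11 of 12 for cell wall organization were tested and up-regulated, with a median log2 fold change of 9.64. Likewise 31 of 39 for response to auxin, 18 of 20 for root development and 8 of 8 for gravitropism were tested and up-regulated. For response to oxidative stress 27 of 28 were tested and 23 called. On the down-regulated side, 12 of 18 genes listed for metabolic process and 7 of 8 listed for oligopeptide transport were called, the latter with a median log2 fold change of -2.60. The enrichment itself was not recomputed. All these lists are the paper's own calls on the same libraries, so the overlap shows no stability. The category read with 39 genes may end early.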

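The 3 largest log2 fold changes in each direction in this comparison are given. *EXT6* had no count in *cs*-M and 22.5 ± 5.29 CPM (SD, n = 3) in *cs*-WA, at least 85.7-fold higher than the controls. Of its 50-base words, 40.0% occur more than once in the genome, on either strand. Repeats within the gene itself count too, so such a share does not by itself show sequence shared with other genes. AT1G23720 was at least 430-fold higher, with 4.0% of its words occurring more than once. AT3G54580 had a log2 fold change of 10.79 (standard error 0.26, adjusted p = 1.7e-12, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 30.1% of its words occurring more than once. The largest decreases were a log2 fold change of -5.75 for AT3G22142 (standard error 0.24, adjusted p = 4.3e-10, same test) and of -6.13 for *XTH7* (standard error 0.82, adjusted p = 4.2e-05, same test). Exons of AT3G22125 overlap 99.3% of those of AT3G22142 in the annotation of TAIR10.1, and 15.4% of the words of AT3G22142 occur more than once. *CYP707A4* was at least 6.1-fold lower.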

The upregulated genes included 140 TF genes expressed in wild-type root (34 TFs– 24%), root stele (33 TFs– 24%) and phloem (31 TFs– 22%) (S6B Fig). 

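Of these 140 TF genes, 105 passed the filter on low counts and 89 were called up-regulated, with a median log2 fold change of 2.41. By the adjusted p alone all 105 passed, whether adjusted over all genes or over the paper's own list, where the latter shows no stability.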

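The root genes *MP*, *TMO6*, *PLT2*, *WOX5*, *LBD16*, *LBD18* and *LBD29* were followed in *cs*-WA against *cs*-ctrl and *cs*-M. The 6 that passed the filter were all up-regulated, and all 6 passed with p adjusted over these genes alone. *LBD18* rose from 0.441 ± 0.197 CPM in *cs*-M to 18.0 ± 1.69 CPM in *cs*-WA (SD, n = 3 each), with a log2 fold change of 5.64 (standard error 0.19, adjusted p = 4.6e-11, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *LBD16* had a log2 fold change of 3.82 (standard error 0.23, adjusted p = 1.9e-08, same test) and *WOX5* of 2.38 (standard error 0.16, adjusted p = 8.2e-08, same test). The changes of *TMO6* and *MP* were smaller, at 1.81 and 1.13 (standard errors 0.14 and 0.08), and 0.6% of the exons of *MP* overlap those of a neighbouring gene. *PLT2* was at least 33.1-fold higher. *LBD29* was not tested, since it reached only 0.365 ± 0.186 CPM (SD, n = 3) in *cs*-WA, at least 1.39-fold above the controls. Against *cs*-M alone, in the model of all groups, all 7 were up-regulated in *cs*-WA.

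**Figure D4:**
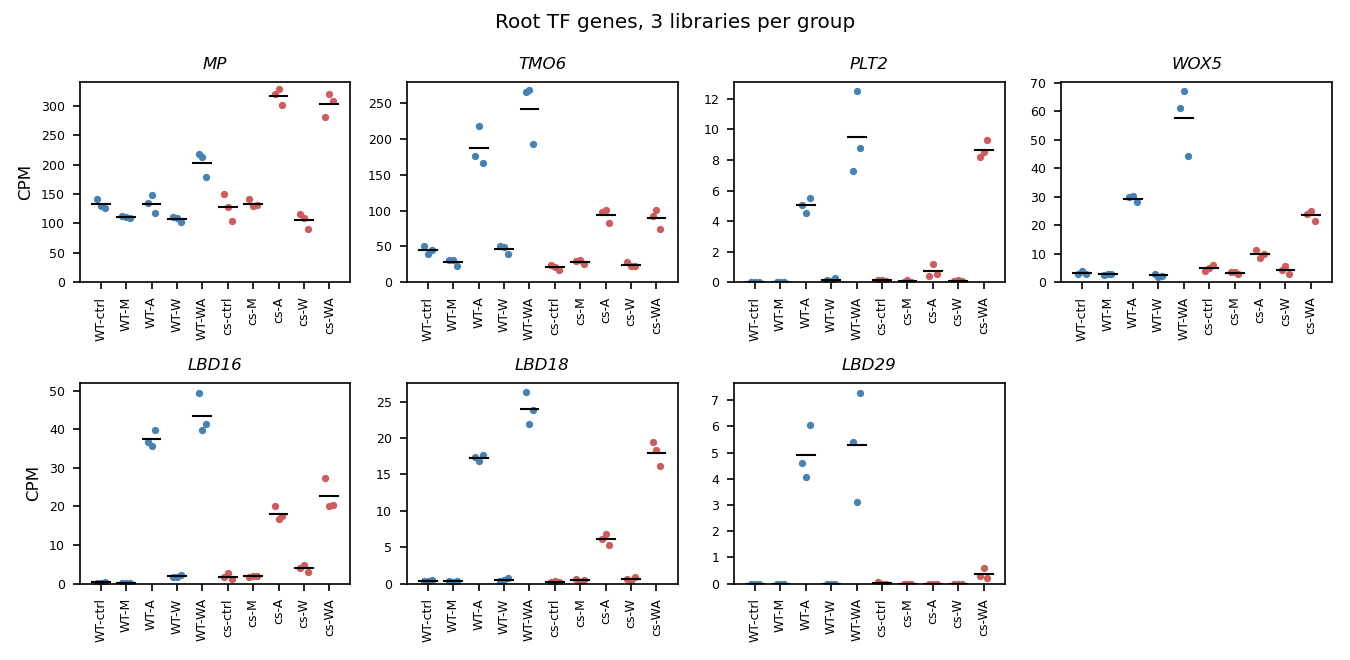
CPM of 7 root TF genes in each group, 1 point per replicate and a line at the mean of 3 replicates (blue, wild type; red, *clf swn*; ctrl shows set C0). *LBD29* reaches 0.365 CPM in *cs*-WA and 5.28 CPM in WT-WA.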

Among them were known developmental regulators, such as *MONOPTEROS* (*MP*), *TARGET OF MONOPTEROS 6* (*TMO6*) [49], *PLT2*, *WOX5*, or root-specific *LATERAL ORGAN BOUNDARY DOMAIN* genes (*LBD16*, *18* and *29*) [50]. 

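For the most selective comparison, *cs*-WA was set against *cs*-ctrl, *cs*-M, WT-ctrl, WT-M and WT-WA pooled. The pooled groups formed 1 class in the test, so differences between them counted as spread between replicates. Among 20877 tested genes, 222 were up- and 40 down-regulated. AT1G52070 was at least 39.5-fold higher than the controls, with 0.3% of its 50-base words occurring more than once in the genome. AT5G54370 had a log2 fold change of 6.90 (standard error 0.62, adjusted p = 2.4e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and AT2G47540 of 6.45 (standard error 0.71, adjusted p = 3.2e-06, same test). On the other side *XTH7* had a log2 fold change of -7.13 (standard error 1.5, adjusted p = 0.0042, same test). *ESM1* had -7.22 (standard error 2.13, adjusted p = 0.037, same test), and 24.9% of its words occur more than once. With the replicate number as a block the adjusted p of *ESM1* was 0.0537, past the threshold, in edgeR's quasi-likelihood test. AT4G31330 was at least 13.5-fold lower. Whichever *cs*-WA replicate was left out, *ESM1* and AT4G31330 no longer passed. Their adjusted p was 0.152 to 0.167 and 0.118 to 0.125 (same test).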

Finally, we identified 35 and 139 genes respectively down- and up-regulated specifically in the wounding- and 2,4-D-treated *clf swn* samples. The GO category response to oxidative stress was enriched among the up-regulated genes (Fig 5C, S5F Fig, S3 Table). 

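S3 Table lists 8 peroxidase genes under this category, and 7 were called up-regulated in *cs*-WA against all control groups. All 8 passed with p adjusted over the list, which is the paper's own and shows no stability. AT5G17820 reached 62.5 ± 12.2 CPM (SD, n = 3) in *cs*-WA, with a log2 fold change of 6.35 (standard error 0.79, adjusted p = 1.8e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). AT5G64100 had a log2 fold change of 6.06 (standard error 1.02, adjusted p = 0.00054, same test). The log2 fold changes of AT1G05240, AT1G05250, AT5G67400, AT1G30870 and AT2G43480 were 5.82, 5.68, 5.60, 5.51 and 4.10. Of the 50-base words of AT1G05240 and AT1G05250, 58.9% and 100% occur more than once in the genome. Exons of neighbouring genes overlap 6.3% and 2.3% of the exons of AT1G30870 and AT2G43480. AT4G31760 was not called, at a log2 fold change of 2.13 (standard error 0.70, adjusted p = 0.059, same test). Without *cs*-M replicate 3 it was called, at 2.32 (adjusted p = 0.031 from edgeR's quasi-likelihood test, and from 1.1e-09 with all groups in one fit to 0.2 without *cs*-WA replicate 2 among the other settings that tested it). Of the 8 genes, 7 were up-regulated in *cs*-WA against *cs*-M, 3 in *cs*-W and 0 in *cs*-A, where 1 had an unadjusted p under 0.05. In wild type 5 were up-regulated in WT-WA and 4 in WT-A against WT-M, and the response to the combined treatment was higher in *clf swn* for 3 of the 8. The wounding by 2,4-D interaction within *clf swn* passed for 0 of them with p adjusted over all genes, and for 5 of the 8 with p adjusted over the list, at a median interaction term of 3.63 over the 8.

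**Figure D5:**
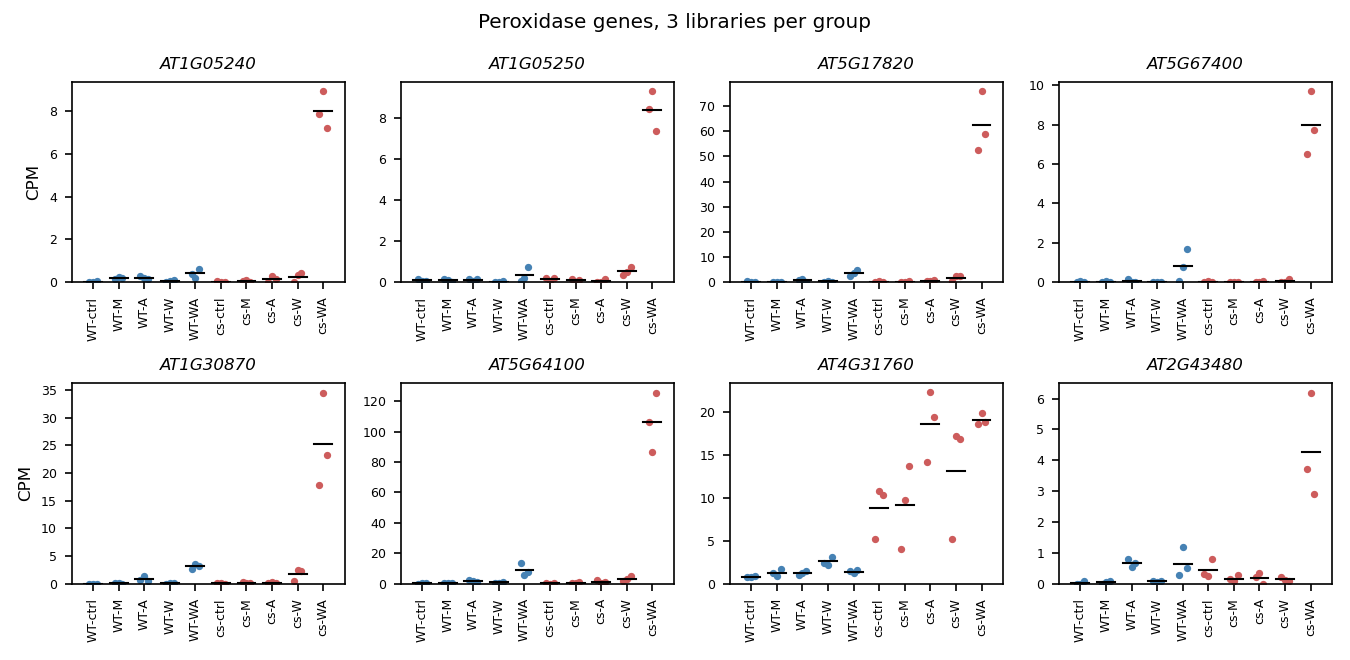
CPM of 8 peroxidase genes in each group, 1 point per replicate and a line at the mean of 3 replicates (blue, wild type; red, *clf swn*; ctrl shows set C0). In 7 of the 8 panels the *cs*-WA points lie above those of the other groups; in the panel of AT4G31760 the means of *cs*-A and *cs*-WA are close.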

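The 16 TF genes of Table 1 were examined in the same comparison. Of 15 that passed the filter, 12 were called up-regulated, 14 passed the adjusted p alone and 15 passed with p adjusted over the list, which is the paper's own and shows no stability. *DRN* averaged 5.68 ± 1.52 CPM (SD, n = 3) in *cs*-WA, with a log2 fold change of 2.61 against all control groups (standard error 0.35, adjusted p = 5e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *DRNL* averaged 10.8 ± 1.14 CPM (SD, n = 3), with a log2 fold change of 4.09 (standard error 0.54, adjusted p = 3.6e-05, same test). AT5G66940, *HB40*, *LBD19*, *TCP1*, *AGL14*, *NGA1*, *SHP1*, *TT16* and AT4G25400 were also called, with log2 fold changes from 1.66 to 3.49. Exons of neighbouring genes overlap 18.4% of those of *SHP1*, while 0.9% and 1.0% of the 50-base words of *NGA1* and AT4G25400 occur more than once in the genome. *WIP5* was at least 5.02-fold higher. *RBE* and AT2G45120 passed the adjusted p, at log2 fold changes of 2.93 and 1.71, but not the fold rule. Both were called without *cs*-WA replicate 2. Without *cs*-WA replicate 1 or 3, AT2G45120 no longer passed the adjusted p (0.057 and 0.092, same test). *ATHB54* had a log2 fold change of 2.93 (standard error 0.95, adjusted p = 0.057, same test). AT3G25790 was not tested, at 0.446 ± 0.0752 CPM (SD, n = 3) in *cs*-WA, and was called with no filter on low counts, at a log2 fold change of 3.16.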

The upregulated genes included 16 TF genes (Table 1), for example the shoot apical meristem and embryo patterning genes *DORNRöSCHEN / ENHANCER OF SHOOT REGENERATION 1* (*DRN/ESR1*) and *DRN-LIKE* (*DRNL/ESR2*) [51, 52].

**Table 1:** 16 transcription factor genes upregulated specifically in the wounded and 2,4-D-treated *clf swn* shoot apex (*cs*-WA).

Gene Identifier	Gene Annotation
*AT1G12980*	*ENHANCER OF SHOOT REGENERATION 1/ DORNRÖSCHEN (ESR1/DRN)*
*AT1G24590*	*ENHANCER OF SHOOT REGENERATION 2/ DORNRÖSCHEN-LIKE (ESR2/DRNL)*
*AT1G27045*	*HOMEOBOX PROTEIN 54 (ATHB54)*
*AT1G51220*	*WIP DOMAIN PROTEIN 5 (WIP5)*
*AT1G67260*	*TCP1*
*AT2G45120*	*C2H2-LIKE ZINC FINGER PROTEIN*
*AT2G45410*	*LOB DOMAINCONTAINING PROTEIN 19 (LBD19)*
*AT2G46870*	*NGATHA1 (NGA1)*
*AT3G25790*	*MYB-LIKE TRANSCRIPTION FACTOR FAMILY PROTEIN*
*AT3G58780*	*SHATTERPROOF 1 (SHP1)*
*AT4G11880*	*AGAMOUSLIKE 14 (AGL14)*
*AT4G25400*	*BHLH DNA-BINDING SUPERFAMILY PROTEIN*
*AT4G36740*	*HOMEOBOX PROTEIN 40 (HB40)*
*AT5G06070*	*RABBIT EARS (RBE)*
*AT5G23260*	*TRANSPARENT TESTA16 (TT16)*
*AT5G66940*	*DOF-TYPE ZINC FINGER DNA-BINDING FAMILY PROTEIN*

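The supplementary tables list 593 TF genes as changed in at least 1 comparison. Of these, 431 were called up-regulated in at least 1 of 4 comparisons: *cs*-WA against WT-WA, against the *clf swn* controls and against all control groups, and *cs*-ctrl against WT-ctrl. The 485 genes of S5 Table include 425 of them.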

Together, we identified a non-redundant set of 485 TF genes whose expression marks the *clf swn* shoot apex sample upon induction of SEs (Fig 5D). These TFs specify shoot-, root- and embryo-identity and development. 16 of these TFs are up-regulated specifically in the samples that can efficiently develop SEs and may serve as conservative markers of embryogenic potential (Table 1, S4 Table). 

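The single treatments of *clf swn* were also measured for these TFs. Of the 15 that passed the filter, 15 were up-regulated in *cs*-WA against *cs*-M, 11 in *cs*-A and 0 in *cs*-W, where 0 had an unadjusted p under 0.05. The wounding by 2,4-D interaction within *clf swn* passed for 0 of the 15, with 1 at an unadjusted p under 0.05. In wild type, 4 were up-regulated in WT-A and 4 in WT-WA against WT-M, where 3 were down-regulated. The response to the combined treatment was higher in *clf swn* than in wild type for 9 of the 15. Treated with 2,4-D alone, *DRN* reached 7.27 ± 0.914 CPM and *DRNL* 12.6 ± 0.993 CPM (SD, n = 3 each), a difference from *cs*-WA that was not tested.

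**Figure D6:**
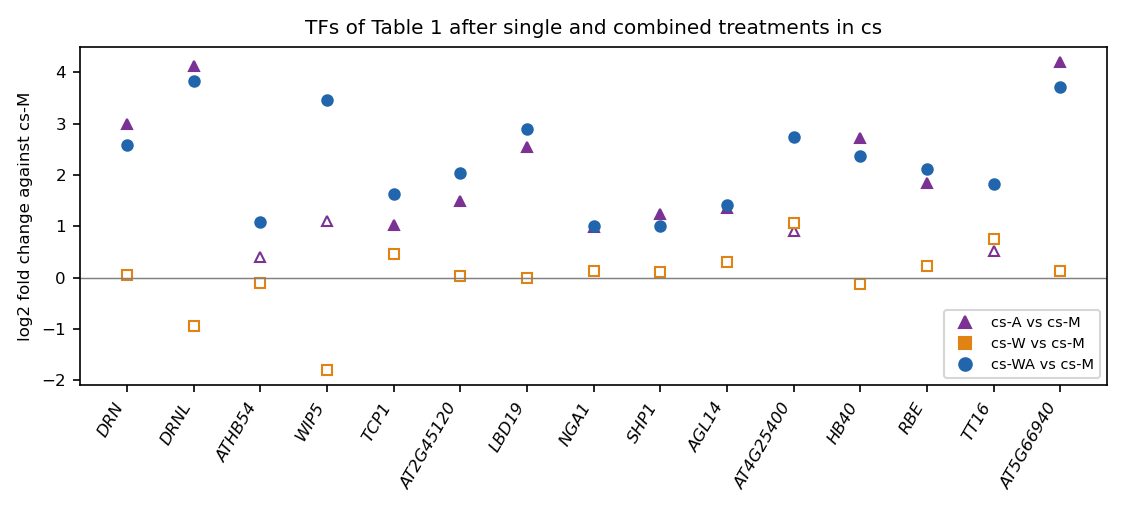
Log2 fold change against *cs*-M of the 15 tested TF genes of Table 1 in *cs*-A, *cs*-W and *cs*-WA (3 replicates per group); filled symbols mark genes called up-regulated. All 15 symbols of *cs*-WA and 11 of *cs*-A are filled, and 0 of *cs*-W.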

The main biological processes activated in response to the SE-inductive treatment were mainly related to oxidative stress response and cell wall remodeling. 

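In the supplementary tables, 287 TF genes stand in more than 1 list, and for 7 of them the mark of a PRC2 target differs between lists. These 7 count as targets here. The share of PRC2 targets was computed among the 593 TF genes of the supplementary tables, of which 368 carry the mark of a PRC2 target there. These TFs are listed because they changed in at least 1 comparison, so the tests compare TFs within that selection and not with the genome-wide background of the paper. Listed TFs that did not pass the filter of a comparison count as not up-regulated, and each test was repeated, after the results were seen, without them. Leaving them out selects in part by the change itself, since a TF silent in both groups fails the filter. Among 316 TFs called up-regulated in *cs*-WA against WT-WA, 63.3% were targets, beside 60.6% of the other 277 (two-sided Fisher's exact test, p = 0.553, Benjamini-Hochberg adjusted over 5 tests 0.553; without the untested TFs p = 0.367, adjusted 0.367). Among 200 called in *cs*-ctrl against WT-ctrl the share was 68.0%, beside 59.0% of the other 393 (p = 0.0394, adjusted 0.0657, same exact test), and 52.1% of the others without the untested TFs (p = 0.000595, adjusted 0.00149). For 23 called in *cs*-WA against all control groups it was 87.0%, beside 61.1% of the other 570 (p = 0.0142, adjusted 0.0355, same exact test; without the untested TFs p = 0.0141, adjusted 0.0235). With the adjusted p alone in place of the fold rule, the share for *cs*-ctrl among all listed TFs was 65.2% (p = 0.199 before adjustment, same exact test).

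**Figure D7:**
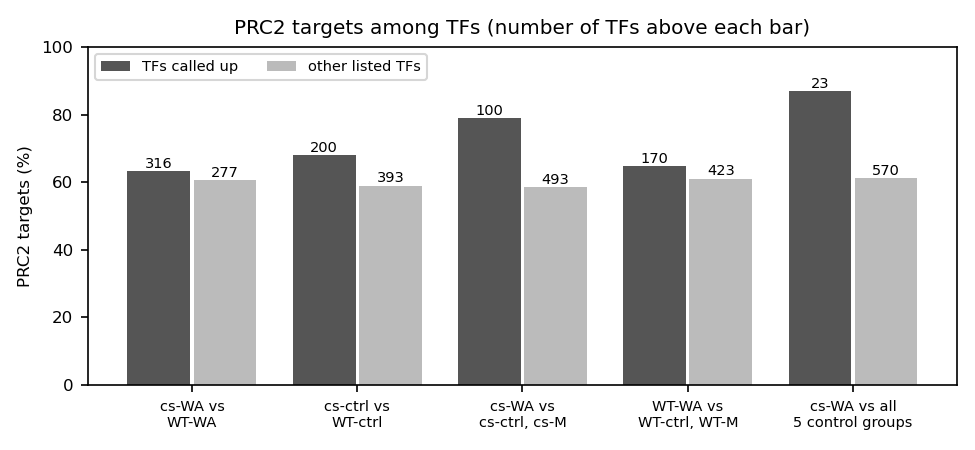
Percent of PRC2 targets among listed TF genes called up-regulated (dark bars) and among the other listed TF genes (light bars) in 5 comparisons, with the number of TF genes above each bar. The widest gaps are those of *cs*-WA against all 5 control groups and against *cs*-ctrl and *cs*-M.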

TF genes upregulated in *clf swn* in response to the inductive treatment are significantly enriched for PRC2-target (H3K27me3-marked) genes compared to the genome-wide average [39] (Fig 5C, S5 Table). 

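In *cs*-WA against *cs*-ctrl and *cs*-M, 100 of the 593 listed TF genes were called up-regulated. Of these 79.0% were PRC2 targets, beside 58.6% of the other 493 (two-sided Fisher's exact test, p = 0.000108, Benjamini-Hochberg adjusted 0.00054; without the TFs that did not pass the filter p = 5.08e-05, adjusted 0.000254).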

In particular, 110 of the 140 TFs induced by the treatment in the *clf swn* background are PRC2 targets. This finding is consistent with the notion that loss of PRC2 by itself does not cause activation of these target genes unless additional signals such as hormones are present.

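The behaviour of these 110 PRC2-target TF genes without treatment was examined in *cs*-ctrl against WT-ctrl. The paper listed these genes for higher expression in *cs*-WA than in the same *cs*-ctrl libraries and *cs*-M. That choice favours low values in *cs*-ctrl, so a lack of up-regulation before treatment is in part built in. So are the calls in *cs*-WA against *cs*-M below. The filter passed 57 of the 110, of which 12 were up- and 22 down-regulated, with a median log2 fold change of -0.27. With p adjusted over the list alone, 18 were higher and 28 lower (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the other 30 TFs of the list 18 were tested, with 2 up- and 7 down-regulated. Among the TFs that were tested the share up-regulated was 21.1% for targets and 11.1% for the others (two-sided Fisher's exact test, p = 0.496). In the model of all groups 100 of the 110 were tested, and 94 of these were up-regulated in *cs*-WA against *cs*-M, 50 in *cs*-A and 10 in *cs*-W. In wild type, 74 were up-regulated in WT-WA against WT-M, 74 in WT-A and 29 in WT-W, with 4, 3 and 5 down-regulated. Most of them thus responded to 2,4-D with PRC2 present as well. From the share of PRC2 targets among the TFs induced by the treatment in *clf swn*, the paper proposes that loss of PRC2 may not by itself activate these genes without a further signal such as a hormone.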

### Abscisic acid contributes to somatic embryogenesis and promotes the establishment of embryogenic potential in PRC2-depleted root tissue

2,4-D-treatment efficiently reprogrammed PRC2-depleted shoots to form SEs. In contrast, SE formation in root explants was rare and stochastic (Fig 2A and 2P). We therefore hypothesized that PRC2-depleted shoots constitutively express genes needed for SE formation that remain inactive in 2,4-D treated PRC2-depleted roots and asked what genes are constitutively upregulated in the untreated *clf swn* shoot apexes compared to wild type. 1794 genes were up-regulated, including 214 TF genes (Fig 5C, S6 Table). 

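Untreated *clf swn* and wild-type tissue of set C0 differed in 1782 up- and 2603 down-regulated genes among 19474 tested genes, where the paper gives 1794 and, in the supplement, 2208. With the replicate number as a block the counts were 1781 and 2599. The residuals of libraries with the same replicate number had a mean correlation of 0.13 in this comparison. The mean of -0.064 for other pairs follows from centring on group means. With all 11 untreated libraries, 1320 genes were up- and 1844 down-regulated among 19299 tested genes, and 1309 and 1844 of them were also called in set C0. Requiring at least 10 counts in every library gave 1108 and 1695, and the fold rule on the log2 fold change of the model 2601 and 3629. Of 1794 genes that S6 Table lists as up-regulated 1702 were tested and 1575 called, and of 1437 readable as down-regulated 1310 were tested and 1298 called. The 214 listed TF genes included 204 that were tested and 195 that were called. Since these lists are the paper's own calls on the same libraries, the overlap shows no stability. AT1G68250 rose from 1.15 ± 0.235 CPM in WT-ctrl to 3733 ± 109 CPM in *cs*-ctrl (SD, n = 3 each), a log2 fold change of 11.67 (standard error 0.18, adjusted p = 2.4e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). AT1G54870 was at least 1620-fold and AT4G30880 at least 130-fold higher. AT3G05727 had a log2 fold change of -10.60 (standard error 0.53, adjusted p = 1.7e-06, same test), and AT1G61610 was at least 60.5-fold lower. AT4G22505 had -11.70 (standard error 0.67, adjusted p = 3.5e-06, same test), with 92.3% of its exons overlapping those of AT4G22495 and 0.7% of its 50-base words occurring more than once in the genome.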

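Genes named in S6 Table for single GO categories were looked up in *cs*-ctrl against WT-ctrl, without recomputing the enrichment. They too are the paper's own calls on these libraries, so their agreement here shows no stability. Categories read with 39 genes may end early. For lipid storage 10 of 11 genes were tested and up-regulated, with a median log2 fold change of 8.81, and for lipid transport 25 of 26, with a median of 4.37. For carpel development 8 of 8 and for ovule development 10 of 11 were tested and up-regulated. For oxidation-reduction processes 37 of 39 were tested and 32 called. For response to ABA all 39 were tested and 36 called, with a median log2 fold change of 3.03.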

GO categories enriched among the up-regulated genes were related to lipid metabolism, carpel and ovule development, redox processes and abscisic acid (ABA) response (S6 Table). Biclustering of the 400 most highly up-regulated genes against perturbation samples in Genevestigator revealed similarity to ABA-treated plants (S7 Fig), indicating that constitutive ABA responses mark the *clf swn* shoot tissue regardless of an embryogenesis-inducing treatment. 

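Of the 200 listed TF genes called up-regulated in *cs*-ctrl, 148 (74%) were also called in *cs*-WA against WT-WA, and 157 when calls of *cs*-WA against *cs*-ctrl and *cs*-M are added. In untreated tissue *ABI3* was at 0.132 ± 0.0971 CPM in wild type and 184 ± 23.6 CPM in *clf swn* (SD, n = 3 each), a log2 fold change of 10.28 (standard error 0.23, adjusted p = 4.5e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *ABI5* had a log2 fold change of 3.89 (standard error 0.29, adjusted p = 1.5e-05, same test), and *ABI4* was at least 149-fold higher. In *cs*-WA against *cs*-ctrl and *cs*-M the log2 fold changes of *ABI3*, *ABI4* and *ABI5* were -0.02, 0.11 and 0.02 (adjusted p = 0.87, 0.43 and 0.97, same test).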

160 of the 214 TF genes were common to the set of TFs up-regulated in the wounding and 2,4-D-treated *clf swn* sample, including the ABA-responsive TFs ABI3/4/5, indicating that active ABA response persists after the induction treatment. Because ABA can promote embryogenic competence in different species and contribute to the establishment of a polarized auxin response [53–55], we hypothesized that absence of ABA signaling may limit the establishment of embryogenic potential in *clf swn* root tissue. To assess the level of constitutive ABA signaling in the *clf swn* root, we measured the transcript levels of ABA-responsive TFs up-regulated in the *clf swn* shoot—*ABI3*, *ABI4* and its downstream target *PLT5* [56] (Fig 6A). The transcript level was low in the untreated *clf swn* root, supporting absence of constitutive ABA signaling in this tissue, but it was increased by external ABA treatment in the *clf swn* (but not the wild-type) root (Fig 6A). Induction of *ABI3pro*::*GUS* marker expression by combined 2,4-D and ABA treatment in *clf swn* but not in wild-type root confirmed the RT-PCR results, further localizing the transcriptional activation to the root stele (S8 Fig). Within the *ABI3*_*pro*_::*GUS* positive region in *clf swn* roots, we observed local *DR5*::*GUS* expression maxima 3 days after the hormone removal, suggesting that the combined treatment contributes to the formation of an auxin response gradient within the tissue (S9 Fig). Next, we tested whether activation of the same TFs that marked the embryogenic potential in the *clf swn* shoot (Fig 5D) is conditioned by external ABA in the root. 2,4-D was sufficient to activate the root identity TFs *PLT1*, *PLT2* and *WOX5* as well as *PLT4*/*BBM* (Fig 6B and 6C) in both *clf swn* and wild-type shoot and root, but the external ABA treatment promoted the transcription of the shoot and/or embryonic TFs *WUS*, *CUC1*, *CUC2* and *DRNL* in the *clf swn* but not in the wild-type root (Fig 6C and 6D). These results showed that a constitutive ABA response is present in PRC2-depleted shoot but absent in PRC2-depleted roots, and that external ABA treatment can specifically and locally induce the expression of ABA-responsive and shoot/embryo-identity TFs in PRC2-depleted roots and contribute to the establishment of localized auxin response maxima. The results further confirmed the expression patterns of TF genes identified as markers of embryogenic competence by the genome-wide approach (Fig 5D).

**Fig 6:**
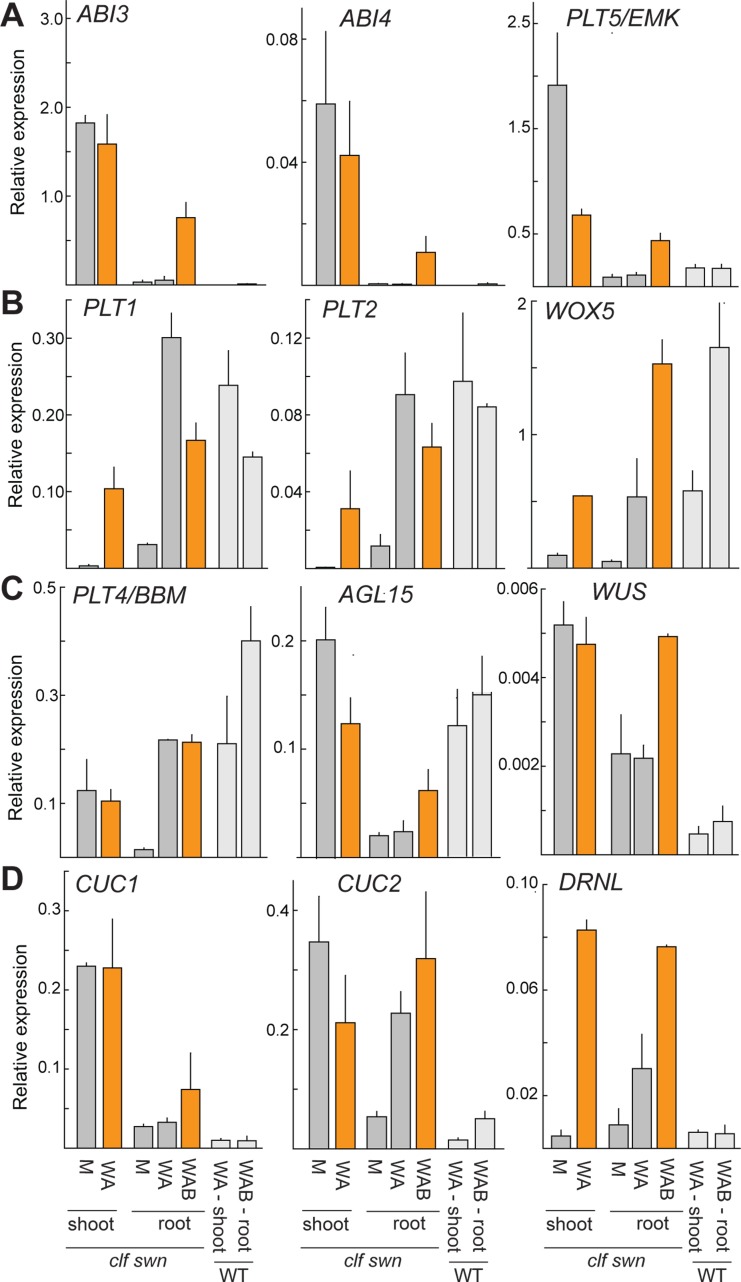
External ABA induces expression of shoot and embryonic regulators in *clf swn* roots. Expression of developmental marker genes in wild-type (WT) and *clf swn* explants exposed to different treatments for 60 hours: (A) ABA-responsive genes *ABI3*, *ABI4;* and *PLT5/EMK*; (B) root-identity genes *PLT1*, *PLT2* and *WOX5*; (C) SE-inducing genes *PLT4/BBM*, *AGL15* and *WUS*; (D) shoot/embryo-identity genes *CUC1*, *CUC2* and *DRNL*. Bars represent mean ±SEM (N = 2 biol. replicates). Orange bars represent tissue samples from which embryos can develop. A—2,4-D (auxin), M—mock, W—wounding, B—ABA.

Finally, to determine whether the ABA-induced transcriptional changes in the root correlate with embryogenic potential, we tested the effect of a 60 h combined treatment of ABA, 2,4-D and wounding in wild-type and *clf swn* root explants (Fig 7A). This protocol efficiently induced the formation of ectopic embryo-like structures and also induced the development of bipolar SEs in *clf swn* (Fig 7B) but not in wild-type root explants (Fig 7A). The efficiency of bipolar SE formation from roots was relatively low in comparison to the shoot explants (Fig 7B). When the SE-like structures were however used as source explants for 2,4-D mediated SE induction, the shoot-like, but not the root-like, structures developed SEs with an efficiency similar to the *clf swn* shoot apex explants (Fig 7C).

**Fig 7:**
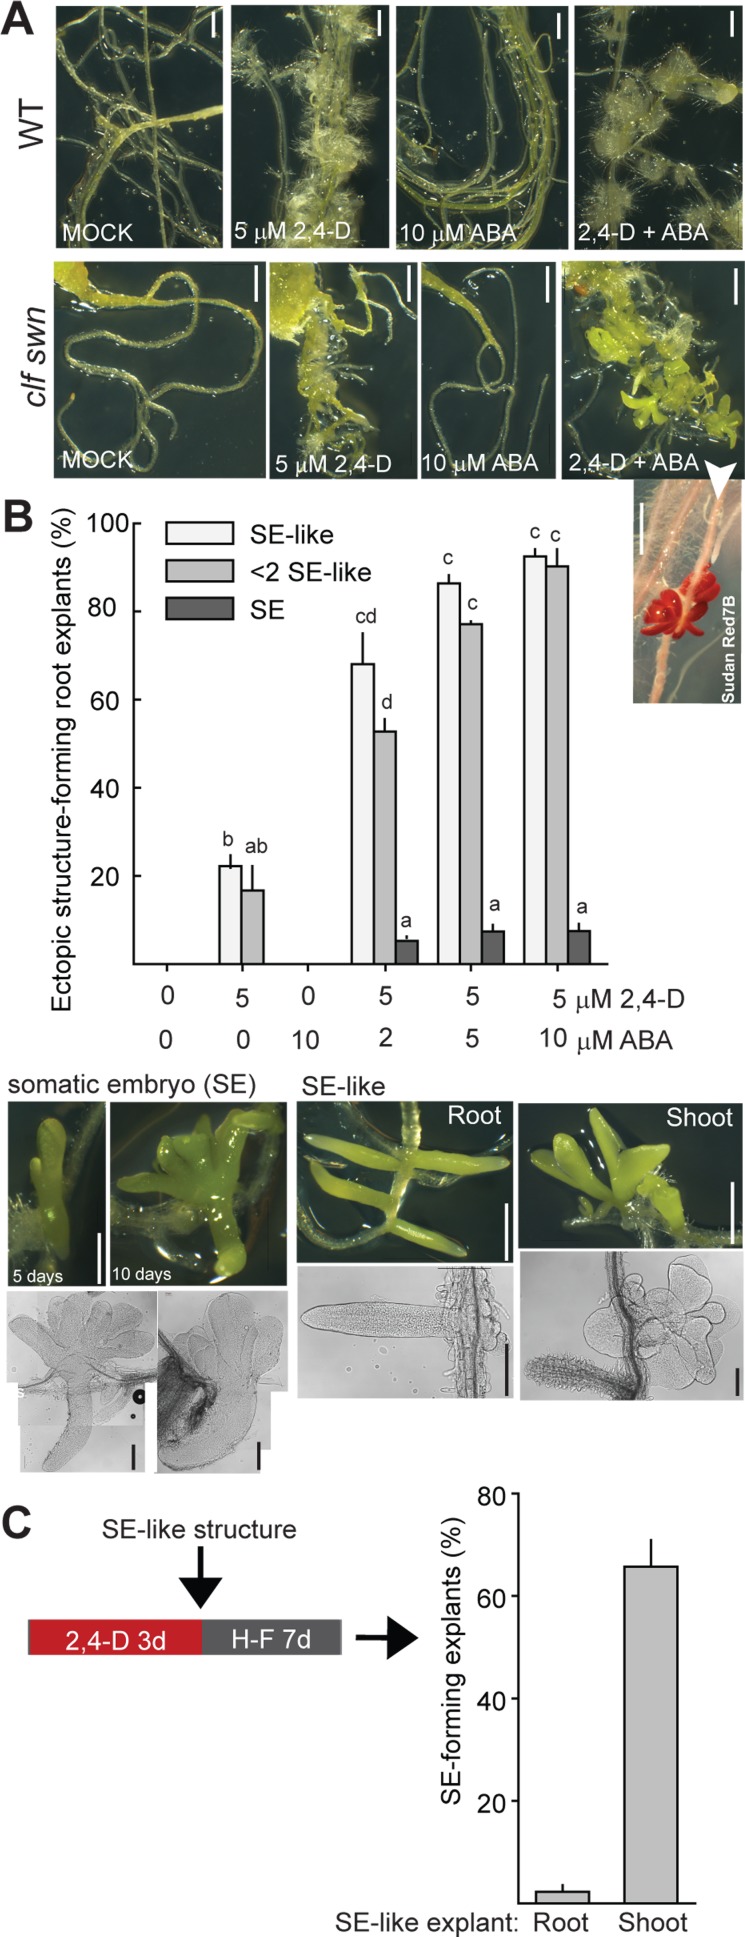
Combined application of 2,4-D and ABA induces ectopic SE-like structure and SE formation in PRC2-depleted roots. (A) Example of *clf swn* and wild-type (WT) root explant morphology after 3 days of reprogramming treatment and 10 days on hormone-free medium. (B) SE-like and SE structure formation after treatment with different hormone concentrations. Bars represent mean ±SEM (N = 2 biol. replicates, 30 explants each). (C) Dissected shoot-like (but not root-like) SE-like structures are efficient source of 2,4-D-induced bipolar SEs. Bars represent mean ±SEM (N = 4 biol. replicates, 20–30 explants each). Scale bars: white = 1 mm, black = 0.2 mm.

Together, these results established that PRC2 absence by itself is not sufficient for ectopic activation of root, shoot and embryo identity genes that mark tissue with embryogenic potential and that externally added 2,4-D and ABA each contribute to ectopic activation of a subset of TFs involved in organ specification. The combined 2,4-D and ABA treatment in root explants is efficient in inducing the development of ectopic SE-like structures but less efficient in inducing complete bipolar SEs. The shoot-like subset of the SE-like structures can nevertheless respond to external 2,4-D by efficient complete SE-formation.

## Discussion

Reprogramming of Arabidopsis vegetative tissue to somatic embryogenesis is problematic due to molecular barriers that remain largely unknown. Here, we identify the activity of the histone-methyltransferase complex PRC2 during Arabidopsis vegetative development as a barrier to hormone-induced reprogramming to somatic embryogenesis. PRC2 is known to be required for a stable embryo-to-seedling developmental transition [26, 28, 29]. More recently, PRC2 was shown to ensure the maintenance of differentiated state of Arabidopsis root hair cells [30]. Vegetative PRC2-depleted tissue can adopt embryonic identity, which has been mainly demonstrated by the accumulation of neutral lipids and activation of embryo maturation genes [26, 28–30]. Occasional SE development was also reported [26, 29, 30] but the frequency of SE development or factors that influence it have never been followed. It was therefore difficult to conclude on the extent of cell dedifferentiation or trans-differentiation in PRC2 depleted tissue. Here we show that spontaneous development of complete SEs in *clf swn* vegetative tissue is rare unless additional hormonal treatments are applied to explants. We support our conclusion by identifying features of complete SEs [19, 32] that differentiate structures developing in response to the external treatment from SE-like shoot-derived structures that develop spontaneously in *clf swn*. Apart from the accumulation of neutral lipids common to both types of structures, complete SEs are distinguished from the SE-like structures (i) by the general absence of vascular connection to the parental explant, and (ii) by the development of correctly localized and functional root and shoot apical meristems (Figs 2 and 3). We therefore suggest that spontaneous cell dedifferentiation that would allow somatic embryogenesis in PRC2-depleted cells is rare but can be efficiently induced by additional treatments or environmental conditions.

Treatments with the synthetic auxin 2,4-D, wounding or other abiotic stress and ABA are known to contribute to somatic embryogenesis (reviewed in [1]). Here, we identify PRC2-repression as a factor that modulates the transcriptional response to these treatments in a way that limits their efficiency for SE induction in wild-type vegetative tissue. By showing that external addition of ABA is necessary for the reprogramming in the PRC2-depleted root but not shoot (Fig 7), we demonstrate that the requirement for external treatments varies in different cell types depending on the existing level of hormonal signaling and/or cell-type specific transcriptional background. Even using the identified treatments, only some regions of shoot and root explants responded by formation of SEs–the responsive tissue was mainly restricted to the shoot apical meristem region and to the root stele, which both contain stem cell niches [57]. It is therefore likely that under the tested conditions, the capacity for developmental reprogramming is limited to specific PRC2-depleted cell types. Several observations support this notion. First, the *ABI3*_*pro*_::*GUS* reporter is activated by combined 2,4-D and ABA treatment locally in the root stele (S8 Fig). Second, the low efficiency of complete SE development in *clf swn* root explants contrasts with efficient SE induction using shoot-like root-derived structures as explants (Fig 7C). It is possible that establishing ectopic shoot apical cell-identity promotes the capacity for 2,4-D-mediated reprogramming. Third, although almost all *clf swn* shoot apical explants developed SEs following 2,4-D treatment (Fig 2B), the number of SEs per explant usually varied between 1–10, arguing against a homogeneous developmental response in all cells within the explant. Whether the responsive cell types localize within the stem cell niches remains to be determined. It has nevertheless been previously shown that fully differentiated PRC2-depleted root hair cells can undergo spontaneous dedifferentiation [30]. It is therefore possible that other cells than stem cells may undergo dedifferentiation required for SE development upon external treatments in PRC2-depleted tissue. Although we have not observed hormone-induced SE-formation from root hairs, it is possible that additional triggers are required for inducing complete SE development in these cells.

We found here that the establishment of embryogenic competence in the PRC2-depleted tissue coincides with simultaneous ectopic up-regulation of TF genes that are commonly expressed in the wild-type root, shoot apex and embryonic tissues. Among them are TF genes whose overexpression alone can trigger ectopic developmental reprogramming of wild-type cells in the absence of external hormone treatments. These include for example *LEC1*, *LEC2*, *PLT4/BBM*, *AGL15* or *WUS*, which induce the vegetative-to-embryonic transition or retention of embryogenic potential [8, 9, 11, 13, 14], *DRN/ESR1*, *DRNL/ESR2* or *WUS*, which induce ectopic shoot development [58–60], *PLT2*, which induces ectopic root development [37], or *LBD16*, *LBD18* and *LBD29*, which induce callus formation [61]. 

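Transcripts of the genes of this list that are not described above were compared in the same libraries. *BBM* was at 14.3 ± 4.39 CPM in WT-WA and 29.9 ± 5.11 CPM in *cs*-WA (SD, n = 3 each), a log2 fold change of 1.02 (standard error 0.21, adjusted p = 0.0036, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) that did not meet the fold rule. It was at least 38.3-fold higher in *cs*-ctrl than in WT-ctrl. In WT-WA against WT-M its fitted log2 fold change was 8.07 (standard error 0.58, adjusted p = 5.6e-13, same test). That fitted value is not a lower bound against 3 counts, so the size of the rise is open. *AGL15* was at 23.5 ± 4.82 CPM in WT-WA and 50.7 ± 7.5 CPM in *cs*-WA (SD, n = 3 each), a log2 fold change of 1.07 (standard error 0.16, adjusted p = 0.00061, same test), and was called up-regulated.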

Samples containing multiple cell types were studied here and it needs to be established whether the identified TF genes are co-expressed in one specific cell-type and how their expression contributes to the establishment of embryogenic competence. Among the identified TF genes are 16 genes that were expressed specifically in the wounding- and 2,4-D-treated *clf swn* samples (Table 1) and provide a conservative set of potential markers of embryogenic competence to be studied.

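The genes changed by the combined treatment against mock overlapped in part between the genotypes. Of the genes up-regulated in WT-WA and those up-regulated in *cs*-WA, 1363 were shared, 28.1% of the former and 65.8% of the latter. The genes down-regulated in both numbered 1330. Opposite calls were rare, with 83 genes up-regulated in wild type and down-regulated in *clf swn* and 188 the other way round. Against pooled controls, 623 genes were up-regulated in both genotypes, 53.6% of those up-regulated in *clf swn*.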

The combined 2,4-D and wounding treatment of wild type or *clf swn* tissue triggered very different transcriptional and developmental effects. 

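The 7 root genes *MP*, *TMO6*, *PLT2*, *WOX5*, *LBD16*, *LBD18* and *LBD29* were all up-regulated in WT-WA against WT-M, with log2 fold changes from 0.87 to 10.08. Their response was lower in *clf swn* than in wild type for 3 of them, by -4.76 for *LBD16*, -1.68 for *WOX5* and -1.54 for *TMO6* (adjusted p = 4.7e-09, 1.5e-05 and 0.00021, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of 10 shoot and embryo TF genes, *WUS*, *CUC1*, *CUC2* and *CUC3* were down-regulated in WT-WA against WT-M. *LEC1*, *ABI3* and *ABI5* were up-regulated in this model, with log2 fold changes of 5.03, 0.94 and 0.88 (adjusted p = 3e-04, 0.021 and 0.047, same test), and the same 3 in WT-A. *LEC1* had 3 to 5 counts per WT-WA library, near the floor, so the size of its fitted change is open. Against WT-ctrl and WT-M pooled 5 of the 10 were tested and 0 called up-regulated, with *ABI3* and *ABI5* higher at an adjusted p of 0.019 and 0.0015 (same test) but short of the fold rule. In *cs*-WA against *cs*-ctrl and *cs*-M 0 of the 10 were up-regulated, with 0 higher at an unadjusted p under 0.05, and *CUC3* was down-regulated, at -1.94 (standard error 0.24, adjusted p = 2.1e-05, same test). The response to the combined treatment differed between genotypes for 5 of the 10, higher in *clf swn* for *WUS* and *CUC1* to *CUC3* and lower for *LEC1*.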

While the induction of root identity genes is a common response to 2,4-D treatment both in wild-type [59, 62] and in *clf swn* tissue [59, 62], the activation of shoot and embryo-identity TF genes is limited to PRC2-depleted tissue. This suggests that PRC2 repression prevents the transcriptional response of a subset of genes to the applied treatment, which may be crucial for establishing embryogenic competence. In support of this, PRC2-target genes are significantly enriched among the TF genes upregulated in the samples competent to produce SEs. Similarly, 2,4-D-mediated induction of somatic embryogenesis in cultured ZEs coincides with extensive upregulation of TF genes [63], among which PRC2-targets are also significantly enriched (S4 Table). Acquisition of totipotency during the development of the megaspore mother cell (MMC) in Arabidopsis is marked by depletion of PRC2-deposited H3K27me3 [64] and extensive reshaping of the H3K27me3 landscape follows reprogramming of Arabidopsis leaf cells to callus [65], supporting the need for global transcriptional reprogramming of the PRC2-target genes. Changes in chromatin structure have recently been associated with the initiation and progression of somatic embryogenesis in different plant species. The histone deacetylase inhibitor trichostatin A (TSA) increases the efficiency of somatic embryo induction during microspore embryogenesis in *Brassica napus* [66] and retention of embryogenic potential in Norway spruce [67]. Decrease of H3K9me2 and increase in histone acetylation are associated with the progression of microspore embryogenesis in *B*. *napus* [68] and reduction of DNA methylation by 5-azacytidine promotes the induction of microspore embryogenesis in *B*. *napus* and *Hordeum vulgare* but hinders embryo differentiation [69]. It is therefore possible that temporal reduction of repressive chromatin structure is one of the requirements of efficient reprogramming to totipotency in plant cells. It will be interesting to test the effect of PRC2 depletion or its combination with other chromatin modifiers in other experimental model systems and plant species.

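Among the 117 TF genes of cluster A2, 108 were tested in the model of all groups. Against mock, 99 of them were up-regulated in WT-WA and 85 in *cs*-WA, with median log2 fold changes of 3.13 and 1.86. The response was lower in *clf swn* for 37 and higher for 8 by the test of the interaction. In cluster A1, of 32 TF genes 20 were up-regulated in WT-WA and 0 in *cs*-WA, where 2 were higher by the adjusted p alone and 1 with p adjusted over the cluster. All 44 TF genes of cluster C1 and all 27 of cluster C2 had a higher response in *clf swn*, where the medians in wild type were -2.74 and -3 and those in *clf swn* -0.14 and -0.29. In clusters B1, B2, D1 and D2, 13, 32, 91 and 122 TFs were tested. Their response was higher in *clf swn* for 8, 18, 42 and 55 and lower for 0, 3, 7 and 6. The clusters come from the paper's heatmap of these TFs in the same libraries. A shared pattern within a cluster was thus built in and adds no support.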

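Single TF genes of the clusters are shown in the heatmap of the paper. *WOX11* responded in both genotypes, with log2 fold changes of 8.32 in WT-WA (standard error 0.30, adjusted p = 1.2e-18, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 6.17 in *cs*-WA (standard error 0.27, adjusted p = 2.6e-16, same test) against mock. *WOX7* did so too, with 6.19 and 5.07. *PLT7* rose in wild type, by 1.49 (standard error 0.19, adjusted p = 6.7e-08, same test), and was -0.48 in *cs*-WA, not called. *PLT5* was at 31.3 ± 0.533 CPM in WT-WA and 135 ± 19.1 CPM in *cs*-WA (SD, n = 3 each), a log2 fold change of 2.06 (standard error 0.11, adjusted p = 3.2e-06, same test). *WOX12* had a log2 fold change of 4.13 between these groups (standard error 0.46, adjusted p = 0.00014, same test), *WOX2* was at least 44.3-fold higher and *SPL* at least 14.5-fold higher in *cs*-WA.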

Despite the fact that the expression pattern of most of the 485 TF genes expressed in the wounding- and 2,4-D-treated *clf swn* tissue correlate with the general role of PRC2 in gene repression, some of these TF genes displayed lower responsiveness to the inductive treatment in *clf swn* than in wild type (cluster A2, Fig 5D). In addition, combined treatment of 2,4-D and wounding in wild-type shoot explants led to the down- and up-regulation of a similar number of genes as in *clf swn* (S5 Table, S8 Table), but resulted in different transcriptional (Fig 5B) and developmental outcomes (Fig 2C). 

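Against WT-ctrl and WT-M pooled, the combined treatment up-regulated 2464 and down-regulated 3023 genes in wild type among 20054 tested genes, where S8 Table gives 2720 and 2273. This makes 5487 calls, beside 1507 in *clf swn* against its own controls. AT4G09940 was at least 481-fold and *NDB4* at least 283-fold higher. AT1G74140 was at least 53.7-fold higher, with 5.0% of its 50-base words occurring more than once in the genome. *MAM1* fell from 1628 ± 146 CPM in WT-M to 0.879 ± 0.299 CPM in WT-WA (SD, n = 3 each), a log2 fold change of -10.86 (standard error 0.26, adjusted p = 5.2e-11, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *BCAT4* had a log2 fold change of -10.58 (standard error 0.40, adjusted p = 8.8e-10, same test), with 21.2% of its exons overlapping those of a neighbouring gene, and *MYB76* was at least 87.7-fold lower.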

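Within the 593 TF genes of the supplementary tables, 170 were called up-regulated in WT-WA against WT-ctrl and WT-M. Of these 64.7% were PRC2 targets, beside 61.0% of the other 423 (two-sided Fisher's exact test, p = 0.454, Benjamini-Hochberg adjusted over 5 tests 0.553). Without the TFs that did not pass the filter, 54.3% of the others were targets (p = 0.0324, adjusted 0.0405, same exact test). This result is near the threshold. By the marks of S8 Table alone, 129 of its 218 up-regulated TFs are targets, against 136 by the marks used here. Both tests stay within TFs listed as changed; the share of 64.7% is above the genome-wide 43.2% by the counts the paper gives, a difference that was not tested. With the adjusted p alone in place of the fold rule the share was 61.3% and, among all listed TFs, the direction of the difference turned (p = 0.792, same exact test).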

Among the TF genes upregulated in the treated wild type, PRC2-target genes were also enriched (S5 Table). These observations suggest a complex reprogramming of PRC2-target gene expression in response to the combined treatment in general, arguing against a simple prevention of the treatment-responsive gene activation in *clf swn*. The GO categories enriched among the genes down-regulated in treated *clf swn* compared to treated wild type involved mainly response to stress and hormone stimuli. In support of this, we noticed that while the 2,4-D treatment in wild type resulted in massive pericycle cell multiplication as expected, it had a weaker effect on cell multiplication in the *clf swn* root (S8 Fig, S9 Fig). The dosage and type of stress is crucial for inducing somatic embryos in Arabidopsis vegetative tissue [70], which could also explain reduced efficiency of SE formation in *clf swn* treated with high concentration of MeJA (S5 Fig). Both a lower amplitude and varied response to the undergone stress and hormone treatment may therefore be an important contributing factor to the SE induction in PRC2-depleted tissue.

In summary, we demonstrate here that the histone methyltransferase activity of PRC2 constitutes a barrier to hormone-mediated cell dedifferentiation and somatic embryogenesis in Arabidopsis vegetative tissue. We show that absence of PRC2 activity is required but by itself is not sufficient for full dedifferentiation of somatic cells, and that additional triggers are needed to induce reprogramming leading to SE development. Transient absence of PRC2 activity is sufficient and residual PRC2 activity does not inhibit the reprogramming. This opens possibilities for targeted modulation of PRC2 activity to enhance the efficiency of somatic embryogenesis approaches in recalcitrant species.

## Materials and Methods

### Plant material, cultivation conditions and treatments

The strong PRC2 mutants alleles *clf-29* (SALK_021003)[71] and *swn-3* (SALK_050195)[29] were used. Wild-type control plants were Col-0. *WOX5*_*pro*_::*NLS-GUS* (42) and *CLV3*_*pro*_::*GUS* (NASC N9610)[41] reporters were introduced into *clf-29 swn-3* by crossing and F3 seedlings were used. The *ABI3pro*::*GUS* and *DR5*::*GUS* marker lines were generated by crossing *ABI3pro*::*GUS* [72] and *DR5*::*GUS* [73] with *clf-29/+ swn3/-* and F2 seedlings were used. *clf-29/+ swn3/- CLF-GR* plants were created by transformation of a *pCLF*::*CLF-GR* construct [44] into *clf-29/+ swn/-* plants by floral dip. 18 independent transgenic lines were obtained, from which two lines with least CLF activity and most pronounced *clf swn*-like phenotypes in the absence of dex were selected for further experiments [72, 73].

As a standard, seeds were surface sterilized using 70% and 90% ethanol, placed on ½ strength MS medium (Duchefa, M0222) containing 1% (w/v) sucrose and 0.8% (w/v) agar (standard MS) and were stratified for 48 h. Plants were grown under long-day growth conditions (16 hrs light 110 μmoles m^-2^ s^-1^, 22°C and 8 hrs dark, 20°C). The following plant growth regulators were used at concentrations specified in each experiment: 2,4-Dichlorophenoxyacetic acid (2,4-D, Sigma-Aldrich #D7299), abscisic acid (ABA, Sigma-Aldrich #A1049), 1-naphthylacetic acid (NAA, Sigma-Aldrich #N1641), indole-3-butyric acid (IBA, Sigma-Aldrich #I5386), dexamethasone (Sigma-Aldrich #D1756) was used at 10 μM. All chemicals were dissolved in DMSO which was used in mock treatments.

SE from immature ZEs or from seedlings were induced as described previously [16] with modifications: For ZE-derived SEs, siliques of 6–7 week plants were surface-sterilized for 20 minutes using 2% sodium hypochlorite solution containing 3 drops of Tween 20 per 100 ml and ZEs were excised from seeds as previously described [16]. In contrast with the published protocol, all steps of primary SE induction, development, germination and plant growth were carried out using standard MS medium and long-day growth conditions as specified above. For SE induction, the standard MS medium was supplemented with 5 μM 2,4-D as described [16] after which the ZEs were transferred to the standard (hormone-free) MS medium for 7 days after which the percentage of SE-forming ZEs was determined.

For SE induction from seedlings, seeds were surface sterilized using ethanol, placed on standard MS medium, stratified for 48 h and grown under long-day conditions as specified above. SE induction was carried out under the same conditions as described for ZEs using 14 DAG *clf swn* and 10 DAG *clf swn CLF-GR* unless specified otherwise. Seedlings were transferred to induction 2,4-D-containing plate and wounding was realized by separating the shoot from the root using a scalpel blade to cut the seedling in the top half of the hypocotyl. Whole seedlings represented the non-wounded controls. Matching mock (DMSO)-treated controls were included in all experiments. After the specified induction times, the explants were kept on hormone-free plates for another 7 days after which percentage of SE-forming explants was calculated. Each experiment was repeated 2 to 4 times using at least 25–30 explants as indicated in the figure legends.

### Tissue staining and microscopy

Embryonic lipids were visualized by 20-minute staining with Sudan Red 7B (Sigma-Aldrich #46290) as described [28]. GUS staining was performed as described [74]. For more details refer to S1 Text (Supporting Material and Methods).

### RNA extraction and quantitative RT-PCR

RNA from seeds was extracted using the hot borate buffer method modified after [75] (for details see S1 Text). RNA from other samples was extracted using TRIzol according to the manufacturer’s instruction. RNA was treated with DNaseI (Fermentas) and 1 μg of RNA was reverse-transcribed using the RevertAid First Strand cDNA Synthesis Kit (Thermo Scientific) with oligo(dT) primers. Quantitative PCR was performed using the MyiQ Single Color Real Time PCR detection system (BIO-RAD) with gene-specific primers (S1 Text) and 5X HOT FIREPol Eva Green qPCR Mix Plus (ROX) (Solis Biodyne). *PP2A* (*AT1G13320*) was used as reference gene. All experiments were performed at least twice using biological replicates and technical triplicates.

### RNA sequencing

Wild-type and *clf swn* shoot apex explants were exposed for 55 hours to different combinations of treatments as shown in Fig 5A, S6A Fig. The experiment was performed in independent biological triplicates. RNA was isolated using a MagJET Plant RNA Purification Kit (Thermo Scientific). Sequencing libraries were prepared using the TruSeq RNA Library Preparation Kit v2 (Illumina) and 12 samples were pooled for sequencing in one lane of the Illumina HiSeq2000 platform (S7 Table). Differential gene expression analyses were performed using the R package DESeq v1.18.0 [76], applying threshold values of p = 0.05 after multiple testing correction according to [77] and a minimal log2 fold change = 0.6 between any pair of replicates for calling of differentially expressed genes. PCA analysis was performed using the R statistical software environment (www.r-project.org). For additional details on sequencing and data analysis, see S1 Text. RNA-seq data has been submitted to GEO data repository under the accession no. GSE81166.

### Statistical analysis

Unless stated otherwise, all experimental data was analyzed using unpaired two-tailed Student’s t-test. Letters above bars in bar charts represent statistical significance level where at least three biological replicates were analyzed (same letter–same significance level).

## Supporting Information

S1 Text Supporting materials and methods. (DOCX) Click here for additional data file.

S1 Fig The onset of *CLF* transcription during seed germination correlates with loss of somatic embryogenesis (SE) potential. **(A)** Examples of the *clf swn* phenotype after 3 weeks of growth under standard conditions. Embryonic lipids (red) are visualized by staining with Sudan Red 7B. Scale bar = 2 mm. **(B)** Expression of genes encoding the subunits of the EMF and VRN PRC2 complexes in early bent cotyledon-stage zygotic embryos (ZE) and in germinating seeds. Graphs show means ±SEM, N = 2 biological replicates. **(C)** Efficiency of somatic embryogenesis in germinating Arabidopsis wild-type (WT), *clf* and *swn* embryos. Graphs show means ±SEM, N = 4 biological replicates, 90–100 seeds/ZE per experiment. Identical letters above columns indicate lack of a statistical significant difference (p>0.05).
(TIF) Click here for additional data file.

S2 Fig Frequency of vascular attachment of SEs from SE-like structures to parental explant and the effect of 2,4-D, NAA and IBA on somatic embryo induction in *clf swn*. **(A)** 2,4-D treatment induces somatic embryo (SE) formation in the shoot of *clf swn* plants independent of the plant age. Quantification of efficiency of SE formation in shoot explants of 7, 14 and 21-DAG wild-type (WT), *clf*, *swn* and *clf swn* plants. To control for more efficient 2,4-D effects in *clf swn*, WT, *clf* and *swn* explants were treated for 7 days and *clf swn* explants for 60 hours with 5 μM 2,4-D. Graphs show means ±SEM, N = 3 biological replicates with 30–50 explants/experiment. Red numbers above bars indicate the percentage of mock (DMSO)-treated explants forming SEs. **(B)** Frequency of vascular attachment to parental explant distinguishes somatic embryos (SEs) from somatic embryo-like structures (SE-like). Percentage of SE and SE-like structures connected by vascular tissue with the parental explant was determined in wild type and *clf swn*. Individual structures were defined as those that emerged from the parental explant following the treatment and could be clearly separated from the parental explant. Graphs show means ±SEM, N = 3 biological replicates, 25–35 explants per experiment. Example dark-field and DIC microscopy images of a shoot-like SE-like structure and an explant with SEs are shown. Scale bar = 100 μm. White arrowheads point to the vascular tissue. **(C)** The effect of different auxins on the efficiency of SE formation in *clf swn*. 2,4-D, 2,4-dichlorophenoxyacetic acid; IBA, indole-3-butyric acid; NAA, 1-naphthaleneacetic acid. Graphs show means ±SEM, N = 3 biological replicates with 25 explants/experiment. Identical letters above columns indicate lack of a statistical significant difference (p>0.05). Red number above bars in (A) and (B) indicate the percentage of SE formation ±SEM in mock (DMSO)-treated explants. H-F—hormone-free medium, h—hour, d—day.
(TIF) Click here for additional data file.

S3 Fig Expression of developmental marker genes in wild-type and *CLF SWN* seedlings, zygotic embryos, somatic embryos and SE-like structures. Shoot markers *WUS* and *STM*, root markers *WOX5* and *SCR*, and *PLT3* and *PLT4* were tested. Graphs show means ±SEM, N = 2 biological replicates.
(TIF) Click here for additional data file.

S4 Fig Characterization of *clf swn CLF-GR* transgenic lines. **(A)** Phenotype of plants segregated from *CLF/- swn/- CLF-GR* parental plants at 7 and 21 days after germination (DAG) grown in the absence of dexamethasone (dex). While *CLF swn CLF-GR* display the expected wild-type (WT)-phenotype similar to *swn* single mutants, *clf swn CLF-GR* plants display a severe *clf*-like phenotype, which was, however, milder than the phenotype of *clf swn* indicating that CLF was partly active even in the absence of dex.
**(B)** Phenotype of 14-dag segregated plants in the absence and presence of 10 μM dex. Left: image of segregating T2 plants grown in the absence of dex. Asterisks mark *clf swn CLF-GR* plants. Right: quantification of frequency of *clf*-like phenotypes in a population of 14-DAG plants segregated from a *CLF/- swn/- CLF-GR* parent in the presence or absence of dex. In the absence of dex, the observed frequency of the severe *clf*-like phenotype does not significantly differ from the expected 25% (p_line A_ = 0.316, p_line B_ = 0.617, χ^2^-test), indicating that the *clf swn CLF-GR* genotype was correctly distinguished. In the presence of 10 μM dex, the severe *clf*-like phenotype is restored to wild type, indicating that the transgene is functional.
**(C)** Example of phenotypes of 6-week-old T2 plants segregated from *CLF/- swn/- CLF-GR* parental plants. Similar to observations on seedlings (A), the mild phenotype of adult *clf swn CLF-GR* plants indicates partial activity of CLF in the transgenic plants even in the absence of dex.
**(D)** Chromatin immunoprecipitation (ChIP)-based quantification of the relative H3K27me3 enrichment at the PRC2 target genes *LEC1* and *ABI3* in the absence or presence of 10 μM dex in *clf swn CLF-GR* plants. The higher abundance of H3K27me3 in *clf swn CLF-GR* compared to *clf swn* indicates partial PRC2 activity in *clf swn CLF-GR* even in the absence of dex and the increase of the enrichment in the presence of 10 μM dex demonstrates the functionality of the transgene. The H3K27me3 enrichment pattern corresponds with the relative gene expression level in (E) and with the phenotype difference between *clf swn CLF-GR* plants grown in the absence or presence of 10 μM dex. Graphs show means ±SEM of three technical triplicates. The ChIP experiment was repeated 2 times with similar results.
**(E)** Expression of the PRC2 target genes *LEC1* and *ABI3* that are commonly up-regulated in *clf swn* in the *clf swn CLF-GR* transgenic plants. In the absence of dex, *LEC1* and *ABI3* are less up-regulated in *clf swn CLF-GR* than in *clf swn* consistent with partial activity of CLF in the transgenic plants even in the absence of dex. The lower expression in dex-treated plants indicates functionality of the transgene. A *PP2A* gene (*AT1G13320*) served as reference. Graphs show means ±SEM of technical triplicates.
**(F)** Somatic embryos develop from the leaf axils of *clf swn CLF-GR* plants after 5 μM 2,4-D treatment in the absence but not in the presence of 10 μM dex. Examples of phenotypes quantified in Fig 4 are shown. Embryonic lipids (red in insert) are visualized by Sudan Red 7B. Scale bar = 2 mm. dex—dexamethasone, H-F—hormone-free medium, d—day.
(TIF) Click here for additional data file.

S5 Fig Contribution of hormonal and wounding treatment to somatic embryogenesis induction in *clf swn*, RNA-sequencing experiment setup and GO enrichment analyses results. **(A)** Longer but not short exposure to 2,4-D can partially substitute for wounding. Comparison of SE efficiency after 60-hour or 7-day of the 5 μM 2,4-D-treatment. Bars represent means ±SEM, N = 4, 25–30 explants each. (B) The effect of methyl jasmonate (MeJA) on *clf swn* SE induction. Bars represent means ±SEM, N = 3, 30 explants each. Identical letters above columns in (A,B) indicate lack of a statistical significant difference (p>0.05). **(C-F)** RNA-sequencing of samples with different embryogenesis potential. **(C)** Schematics of RNA-sequencing experiment setup. Black arrowheads indicate the 2 sampling time points. Images demonstrate the dissected shoot apexes sampled. Scale bar = 1 mm. **(D)** Gene ontology (GO) categories enriched more than 2-fold among the 2890 genes up-regulated and more than 3-fold among the 2664 genes down-regulated in 2,4-D- and wounding-treated *clf swn* compared to wild type (S1 Table). **(E)** Gene ontology (GO) categories enriched more than 2-fold among the 1451 genes up-regulated and 240 genes down-regulated by the 2,4-D and wounding treatment in *clf swn* (S2 Table). **(F)** Gene ontology (GO) category enriched more than 2-fold among the 139 genes up-regulated and 35 genes down-regulated specifically in the wounding- and 2,4-D-treated *clf swn* samples (S3 Table). WT–wild type, ctrl–untreated shoot apex tissue, A—auxin (2,4-D), W—wounding, M—mock, H-F—hormone-free medium, h–hour, d—day.
(TIF) Click here for additional data file.

S6 Fig Biclustering of TF (transcription factor) genes up-regulated in the wounding- and 2,4-D-treated *clf swn* sample and expression data from anatomy samples using Genevestigator. **(A)** Most prominent biclusters using the set of TF genes up-regulated in 2,4-D and wounding-treated *clf swn* compared to treated wild type explants (*clf swn*-WA/ WT-WA) (S1 Table). Expression data of 105 Arabidopsis anatomy samples and 272 of the 318 transcription factor genes for which data were available were used and the biclusters shown here were defined by one anatomy sample and the highest number of co-expressed genes (threshold 0.6). **(B)** Most prominent using the set of TF genes up-regulated in response to the combined 2,4-D and wounding treatment in *clf swn* (*clf swn*-WA/ *clf swn*-ctrl, *clf swn*-D) (S2 Table). Expression data of 105 Arabidopsis anatomy samples and 116 of the 140 transcription factor genes for which data were available were used and the biclusters shown here were defined by one anatomy sample and the highest number of co-expressed genes (threshold 0.6).
(TIF) Click here for additional data file.

S7 Fig Biclustering of expression data from perturbation samples and most upregulated genes in control (untreated) *clf swn* shoot explants compared to untreated wild-type control. Results of biclustering analysis were performed in Genevestigator using expression data of 3283 perturbation samples and 326 of the 400 most up-regulated genes in control (untreated) *clf swn* shoot explants compared to untreated wild-type control (S6 Table) for which data were available. Example of the most prominent biclusters is shown, comprising 4 perturbations (namely response of different genotypes to ABA or to the absence of class A heat-shock factors-HSF) samples and 96 genes (threshold 0.6). ahg–ABA-hypersensitive germination, QK—quadruple mutant in HSFA1a,b,c,d Ws–Wassilewskija ecotype, wild type.
(TIF) Click here for additional data file.

S8 Fig Combined 2,4-D and ABA treatment induces strong expression of *ABI3*_*pro*_::*GUS* in *clf swn* but not in wild-type roots. 2-hour GUS-staining in seedlings that carried the *ABI3*_*pro*_::*GUS* transgene (i.e. seedlings with positive GUS signal in at least one part of the seedling) is shown.
(TIF) Click here for additional data file.

S9 Fig Combined 2,4-D and ABA treatment establishes *DR5*::*GUS* expression maxima in *clf swn*. 2-hour GUS-staining in seedlings that carried the *DR5*::*GUS* transgene (i.e. seedlings with positive GUS signal in at least one part of the seedling) is shown.
(TIF) Click here for additional data file.

S1 Table Gene expression changes in treated *clf swn* compared to treated wild-type shoot explants (*cs*-WA/WT-WA). (XLSX) Click here for additional data file.

S2 Table Gene expression changes in treated compared to non-treated *clf swn* shoot explants (*cs*-WA/*cs*-ctrl; *cs*-M). (XLSX) Click here for additional data file.

S3 Table Gene expression changes limited to the wounding and 2,4-D-treated *clf swn* samples (*cs*-WA/*cs*-ctrl; *cs*-M; WT-ctrl; WT-M; WT-WA). (XLSX) Click here for additional data file.

S4 Table Summary of numbers of genes with changed expression in the wounding and 2,4-D-treated *clf swn* samples (*cs*-WA) and enrichment of PRC2-targets among the genes. (XLSX) Click here for additional data file.

S5 Table List of 485 transcription factor genes expressed in the wounding and 2,4-D-treated *clf swn* samples (*cs*-WA) and expression data used for generating heatmap in Fig 5D. (XLSX) Click here for additional data file.

S6 Table Gene expression changes in control (non-treated) *clf swn* compared to wild-type shoot explants (*cs*-ctrl/WT-ctrl). (XLSX) Click here for additional data file.

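For each library, the table of read numbers gives the reads obtained, the reads mapped and the reads counted on genes, with the share counted and the number of genes with more than 5 reads. The counted reads are the library totals that normalization starts from. Summing the deposited counts gave the listed total for 33 of the 35 libraries. The other 2 libraries, replicate 2 of WT-W and of *cs*-W, sum to 15848748 and 16018500 counts, each the total listed for the other.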

S7 Table Summary of read numbers and mapping efficiency in all samples analyzed in the RNA-sequencing experiment. (XLSX) Click here for additional data file.

S8 Table Gene expression changes in 2,4-D- and wounding-treated wild type (WT-WA/WT-ctrls). (XLSX) Click here for additional data file.

# Supplementary material for: PRC2 Represses Hormone-Induced Somatic Embryogenesis in Vegetative Tissue of Arabidopsis thaliana
**Source:** PLoS Genet. 2017 Jan 17;13(1):e1006562. doi: 10.1371/journal.pgen.1006562
**Supplement:** S1 Text

**S1 Text**

**Supporting Materials and Methods, and References**

Supporting Materials and Methods

**RNA extraction from seeds**

RNA from seeds was extracted using the hot borate buffer method modified after [1]. 30-50 mg of seeds were homogenized in liquid nitrogen and transferred to 0.7 ml of complete borate buffer (0.2 M sodium borate decahydrate (borax), 30 mM EGTA, 1% w/v SDS, 1% w/v sodium deoxycholate, freshly added 2% w/v polyvinylpyrrolidone-40 (PVP-40), 10 mM DTT and 1% Igepal) preheated to 65°C. After KCl was added to final 160 mM, samples were left to precipitate on ice for 1 h and centrifuged for 20 min at 17000×*g* and 4°C. The supernatant was extracted using phenol/chloroform (1/1) equilibrated with 10 mM Tris-Cl 1mM EDTA buffer at pH 7. After addition of LiCl to final 2M, RNA was precipitated from the aqueous phase overnight on ice. Precipitated RNA was collected by centrifugation for 30 min at 17000×*g* and 4°C. The pellet was dissolved in 160 µl of RNase-free water and RNA was precipitated using 2.5 M NH_4_Ac and 2.5 volumes of ethanol at -70°C. Precipitated RNA was pelleted by centrifugation for 20 min at 17 000×*g* and 4°C. The pellet was washed by ethanol and air dried.

**Primers used for RT-qPCR**

| **AGI** | **Gene name** | **Primer sequence 5´- 3´** |
| --- | --- | --- |
| *AT1G13320* | *PP2A* | attccgatagtcgaccaagc |
|  |  | aacatcaacatctgggtcttca |
| *AT3G20740* | *FIE* | CGTTTCTTCGATGTCTTCGT |
|  |  | ACGACTCTTCCTTATCTTCATCAG |
| *AT2G23380* | *CLF* | ATTATTCGCATGACCCTTGAG |
|  |  | CATGTCTTGCCTTGATTTCAC |
| *AT4G02020* | *SWN* | ATGGTTAATTGGGCAGGAGTA |
|  |  | GCTCATTGTATCTTTCCAGGAT |
| *AT5G51230* | *EMF2* | CAGAAGACTGAAGTAACTGAAGAC |
|  |  | AAATTGAGGAGATCGTGGGT |
| *AT4G16845* | *VRN2* | ttgagcccttctctctctgc |
|  |  | gggtgaatccaacggtaaaa |
| *AT5G58230* | *MSI1* | tgctcattcgatggaggtt |
|  |  | cgaataatttaacagtcttgtcagttg |
| *AT3G24650* | *ABI3* | ATGTATCTCCTCGAGAACAC |
|  |  | CCCTCGTATCAAATATTTGCC |
| *At3g20840* | *PLT1* | tggacaacccttttcaaacac |
|  |  | aatcggccacttttggaac |
| *At1g51190* | *PLT2* | ccgagttgctggaaacaaa |
|  |  | cctcgaaactttatcgcagcta |
| *AT5G10510* | *PLT3/AIL6* | gatctttaccttggaacctttgc |
|  |  | gctgctatgtcatacgcttca |
| *AT5G17430* | *PLT4/BBM* | ttctttctcctttcggtgtca |
|  |  | catgcaccaccattgatgtc |
| *AT5G57390* | *PLT5/EMK* | caacttcaattcttcctcaaacc |
|  |  | ccatcttgccgttcgact |
| *AT2G17950* | *WUS* | aaccaagaccatcatctctatcatc |
|  |  | tcagtacctgagcttgcatga |
| *AT1G62360* | *STM* | caaatggccttacccttcg |
|  |  | gccgtttcctctggtttatg |
| *AT3G11260* | *WOX5* | ctattggtttcagaatcataaggcta |
|  |  | tgacaatcttcttcgcttatttca |
| *AT3G54220* | *SCR* | gatgtcactggctctgatgc |
|  |  | ttccactactgtcacaactttagga |
| *At2G40220* | *ABI4* | tcctcttcctccactcaaacc |
|  |  | ggataccgtacggaccaaag |
| *At3G15170* | *CUC1* | ccttgacggcaaattctctt |
|  |  | gccgcttttcagacaaactt |
| *AT5G53950* | *CUC2* | tcgtcttgaaggcaaattctc |
|  |  | aaaaccctagagatcacccattc |
| *AT1G24590* | *DRNL* | tcgactcttatcaccaccgtatt |
|  |  | aacacgtctcgtagaaggaacat |
| *AT5G13790* | *AGL15* | cggtaatcaccagagttcttca |
|  |  | tttaaaatatccacctctgcacaa |

**RNA-sequencing**

*Plant material and RNA-sequencing library preparation*

Wild-type (Col-0) and *clf swn* plants for RNA-sequencing were pre-grown on ½ strength MS including vitamins (Duchefa, M0222), 1g/l methyl ethane sulfonate (MES, Duchefa M1503) , 1 % sucrose (w/v), 0.8% agar (w/v) (MS) under long-day conditions (16 h light of 110 µmoles m^-2^ s^-1^, 22°C and 8 h dark, 20°C). Explants or intact seedlings were transferred onto MS plates with DMSO or 5 µM 2,4-D and cultivated under the same conditions for 55 hours. Samples were collected into RNA*later* (Ambion/Thermo Scientific) at time 0 (control) and at the end of induction. For sample collection, cotyledons and true leaves (and roots of the intact seedlings) were dissected away, leaving the shoot apical meristem region and axillary meristem regions (leaf bases). RNA was isolated and DNAse I-treated using a MagJET Plant RNA Purification Kit (Thermo Scientific) based on manufacturer´s instructions. The whole experiment was performed in biological triplicates at different times. The quality of purified RNA was verified using agarose gel electrophoresis and absorbance ratios were measured using NanoDrop (Thermo Scientific). RNA concentration was determined using a Qubit® Fluorometer and a Qubit RNA HS Assay Kit (Thermo Scientific) based on manufacturer´s instructions. Sequencing libraries were prepared using a TrueSeq RNA Library Preparation Kit v2 (Illumina) and quality was verified using an Agilent DNA 1000 Kit (Agilent Technologies). The 12 RNA-seq libraries for each replicate (wild type and *clf swn*) were pooled for sequencing in one lane on the Illumina HiSeq 2000 platform in the Science for Life Laboratory (SciLifeLab, Uppsala).

*RNA-sequencing data analysis*

FastQC v0.10.1 [2] was used to asses read quality followed by removal of 12 nt adapter sequences in all samples using trimmomatic v0.32 [3]. Alignments against the Arabidopsis TAIR10 genome were performed using tophat v2.0.10 [4] restricting mapping to unique alignments. RNAseq gene expression counts were generated using HTseq 0.6.1 [5]) using the TAIR10 genome annotation. The statistics of analyzed reads in shown in S7 Table. Differential gene expression analyses were performed using the R package DESeq v1.18.0 [6], applying threshold values of p = 0.05 after multiple testing correction according to [7] and at least log2 fold change = 0.6 between any pair of replicates for calling of differentially expressed genes. 

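The fold rule asks for a change in the comparison of each treated with each control replicate, so it sets the smallest of these ratios against the limit and not the ratio of means. It becomes stricter as groups grow or replicates spread. For WT-WA against its controls, 6909 genes were higher and 7030 lower at an adjusted p under 0.05 alone (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 4671 and 5195 with the limit of 0.6 on the log2 fold change of the model. Zero counts were set to 0.01 CPM in the ratios of replicates.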

Transcription factor genes were from the Plant TFDB (http://planttfdb.cbi.pku.edu.cn/download/gene_model_family/Ath)[8]. Gene ontology (GO) enrichment was performed using GeneCodis3 [9], selecting categories supported by at least 3 genes and Bonferroni-corrected p<0.01. Heatmaps were generated using standard deviation normalized RPKMs of selected TFs using the R package gplots. 

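RPKM divides the reads counted on a gene by its length and by the reads of the library, so it serves to compare genes of different length within a library. Dividing by the standard deviation of each gene, as in the heatmap, leaves the pattern over samples and removes the level. Values reported here for single genes are CPM, which leave out the length and so compare 1 gene between libraries.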

The GENEVESTIGATOR analysis tool was used for biclustering analyses [10].

**Chromatin immunoprecipitation (ChIP)**

ChIP and DNA recovery was performed as described in [11] using chromatin from 100 mg of plant material, which was equally divided and used as input reference sample or was immunoprecipitated using 1 µg of the following antibodies: anti-histone H3, Millipore #07-690; and anti-H3K27me3, Millipore #07-449 and as control IgG, Sigma #I5006. Recovered and purified DNA was analyzed by quantitative PCR using the MyiQ Single Color Real Time PCR detection system (BIO-RAD) with gene-specific primers given below and 5X HOT FIREPol Eva Green qPCR Mix Plus (ROX) (Solis Biodyne). Performance of ChIP in different samples was verified by comparing percentage of input after anti-H3 ChIP; abundance of H3K27me3 was expressed as anti-H3K27me3 or IgG signal related to anti-H3 signal (H3K27me3 or IgG/H3).

***Primers used for ChIP***

| **AGI** | **Gene name** | **Primer sequence 5´- 3´** |
| --- | --- | --- |
| *AT5G09810* | *ACTIN7* | Ggaaacatcgttctcagtggt |
|  |  | CTTGATCTTCATGCTGCTAGGT |
| *AT3G24650* | *ABI3* | GAAGATCCGACTCCAAACCA |
|  |  | AATCTCCATGGAAGCTGTGG |
| *AT1G21970* | *LEC1* | CCAACGTGAGCAACGTAAGA |
|  |  | TGAGGGGGTCCACGTAGTTA |

**Tissue staining and microscopy**

Embryonic neutral lipids were localized by 20-minute staining with Sudan Red 7B (Sigma-Aldrich #46290) as described [12]. GUS staining was performed as described [13]. Briefly, the tissue was fixed in 90 % acetone for 30 min at -20°C and washed with water. The GUS staining buffer contained 50 mM NaPO4 (pH 7.0), 10 mM EDTA, 0.1 % Triton X-100, 1 mM ferro/ferricyanide (K_4_[Fe(CN)_6_]/ K_3_[Fe(CN)_6_]) and X-Gluc (5-bromo-4-chloro-3-indolyl-ß-D-glucuronid) at 1 mg/ml. The tissue was vacuum-infiltrated for 15 min and stained at 37°C. The tissue was de-stained using 70 % ethanol and cleared using chloralhydrate solution (66.7% chloralhydrate (m/m), 8.3% glycerol (m/m)). Samples were observed under bright field or differential interference contrast (DIC) optics using a Zeiss Axioscope A1 microscope (Zeiss, Jena, Germany). Images were recorded using a DFC295 Leica camera (Leica, Wetzlar, Germany). Stereomicroscope images were obtained using a Leica Z16apo microscope (Zeiss, Jena, Germany) in combination with a **DFC425 C Leica camera** (Leica, Wetzlar, Germany). For vascular attachment quantification, explants were cleared using chloralhydrate solution as described above and observed under dark-field and DIC optics using a Zeiss Axioscope A1 microscope (Zeiss, Jena, Germany).

|  |  |  |
| --- | --- | --- |
|  |  |  |

**Supporting references**

1. Wan CY, Wilkins TA (1994) A modified hot borate method significantly enhances the yield of high-quality RNA from cotton (Gossypium hirsutum L.). Anal Biochem 223(1):7-12.

2. Andrews S (2012) Available from: http://www.bioinformatics.babraham.ac.uk/projects/fastqc/.

3. Bolger AM, Lohse M, Usadel B (2014) Trimmomatic: a flexible trimmer for Illumina sequence data. Bioinformatics 30(15):2114-20.

4. Kim D, Pertea G, Trapnell C, Pimentel H, Kelley R, Salzberg SL (2013) TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. Genome Biol 14(4):R36.

5. Anders S, Pyl PT, Huber W (2015) HTSeq--a Python framework to work with high-throughput sequencing data. Bioinformatics 31(2):166-9.

6. Anders S, Huber W (2010) Differential expression analysis for sequence count data. Genome Biol 11(10):R106.

7. Benjamini Y, Hochberg Y (1995) Controlling the False Discovery Rate: A Practical and Powerful Approach to Multiple Testing. Journal of the Royal Statistical Society Series B 57(1):289-300.

8. Jin J, Zhang H, Kong L, Gao G, Luo J. (2014) PlantTFDB 3.0: a portal for the functional and evolutionary study of plant transcription factors. Nucleic acids research 42(Database issue):D1182-7.

9. Tabas-Madrid D, Nogales-Cadenas R, Pascual-Montano A (2012) GeneCodis3: a non-redundant and modular enrichment analysis tool for functional genomics. Nucleic acids research 40 (Web Server issue):W478-83.

10. Zimmermann P, Hirsch-Hoffmann M, Hennig L, Gruissem W. (2004) GENEVESTIGATOR. Arabidopsis microarray database and analysis toolbox. Plant Physiol 136(1):2621-32.

11. Mozgova I, Wildhaber T, Liu Q, Abou-Mansour E, L'Haridon F, Metraux JP, et al (2015) Chromatin assembly factor CAF-1 represses priming of plant defence response genes. Nat Plants 1:15127.

12. Aichinger E, Villar CB, Farrona S, Reyes JC, Hennig L, et al (2009) CHD3 proteins and polycomb group proteins antagonistically determine cell identity in Arabidopsis. PLoS Genet 5: e1000605.

13. Kohler C, Hennig L, Spillane C, Pien S, Gruissem W, Grossniklaus U. (2003) The Polycomb-group protein MEDEA regulates seed development by controlling expression of the MADS-box gene PHERES1. Genes Dev 17(12):1540-53.

How the deposited data were processed for this re-analysis (not part of the article)

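RNA from shoot apical and axillary meristem regions of wild-type and *clf swn* plants was measured in 35 libraries: untreated tissue, and tissue collected 55 h after mock treatment, 2,4-D (5 µM), wounding or both. The authors trimmed the reads, aligned them to TAIR10 with tophat, kept unique alignments and counted reads per gene with HTSeq, and the table they deposited holds these counts for 28775 genes without normalization. Each value in it is a whole number, and no column was left unused. The read length and the strandedness of the libraries are not stated in the text used here. The supplementary tables, read as text, gave the paper's gene lists, TF lists, marks of PRC2 targets, GO categories, clusters and RPKM values. The authors computed these RPKM from the counts, and they were used here only to examine the divisor applied to each library. Some of these lists end early in the text used here, so the number of genes read is given beside each.

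The condition, set and replicate number of each library were taken from its column name and the sample records. Untreated libraries carry the names C0 and C1. Set C0, with 3 libraries per genotype, was used for *cs*-ctrl against WT-ctrl, and all untreated libraries were used where untreated tissue is pooled with other groups and in the model of all 10 groups. The replicates were made at different times, and the libraries of a replicate number were sequenced together, so the replicate number stands for a batch that each condition crosses.

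Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1, on which edgeR depends. Genes were filtered with filterByExpr at its default settings, library sizes were scaled by TMM, and dispersions were estimated for the quasi-likelihood F test (glmQLFit and glmQLFTest), with Benjamini-Hochberg adjustment over the genes tested. CPM were computed from the deposited counts, scaled by each library's own total. In the 5 comparisons that follow the paper, a gene was called when its adjusted p was under 0.05 and the log2 ratio of the lowest CPM of one side to the highest of the other was at least 0.6, with zeros set to 0.01 CPM. The comparisons were *cs*-WA against WT-WA, *cs*-ctrl against WT-ctrl, *cs*-WA against *cs*-ctrl and *cs*-M, WT-WA against WT-ctrl and WT-M, and *cs*-WA against *cs*-ctrl, *cs*-M, WT-ctrl, WT-M and WT-WA. Contrasts of single treatments with mock, and interactions, came from 1 model of the 10 groups over 21115 genes, with an adjusted p under 0.05 and, for contrasts, a log2 fold change of at least 0.6 in either direction. Standard errors of log2 fold changes were derived from the fold change and the F statistic.

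The PCA used log2(CPM + 1) of the 500 genes with the highest coefficient of variation. The size of the response was the slope through the origin of the *clf swn* on the wild-type log2 fold changes. Shares of PRC2 targets were compared with two-sided Fisher's exact tests within the TF genes of the supplementary tables, and again, as a choice made after the results were seen, among those of them that passed the filter. GO enrichment was not recomputed, since a list of all genes per category was not used here. The genes named in the text are those the paper names for these comparisons, the listed genes of its Table 1 and of the peroxidase category, and the 3 called genes with the largest log2 fold change in each direction of the 5 comparisons, among those with a mean CPM of at least 1. For each of them the share of 50-base exon words found more than once in the genome, on either strand, was computed on TAIR10.1. Words repeated within the gene itself are included in this share. The share of exon bases overlapped by other genes was also computed on TAIR10.1, while the counts were made on TAIR10. Genes were therefore matched by name only.

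Counted reads per library ran from 11375703 to 18094983. A fold change against a group with at most 3 counts in each library was computed against 3 counts and is given as a lower bound. Log2 fold changes of the contrasts with mock, among them those of *BBM* and *LEC1* in WT-WA, are given as fitted. The whole procedure was tested on simulated data with the depth, filter and dispersion of these libraries, in which 200 genes were changed by a factor of 4. The fold rule with edgeR recovered 91.5% to 99.0% of them in the 5 comparisons and called 0 to 5 other genes. In the model of all groups 94.5% were recovered for a contrast with mock and 85.5% and 87.0% for the genotype by WA and the wounding by 2,4-D interaction, with 6, 11 and 9 other genes called. In the same simulated data of all groups nothing had been changed between WT-WA and WT-M, and 0 of 21115 genes were called for that contrast.

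Alternatives to these choices were DESeq2 1.42.0, RLE normalization, no filter or a filter of at least 10 counts in every library, the replicate number as a block, all groups in one fit, the adjusted p alone, other forms of the fold rule, other values for zeros, each control group tested separately, all untreated samples, other gene choices and scalings for the PCA, and leaving out each replicate in turn. Library totals recycled along the matrix of genes were added after the values had been seen. The version of DESeq used in the paper was not used here. The pairing of replicates was checked with correlations between libraries of the deviations from their group means. Reads were not realigned.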

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

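The tests of depth, of genes with most counts, of GC content, of spread and size of the fold changes after wounding, and of a correction for gene length were set before their results were seen. The other splits of the libraries, the test of genotype labels, the replicate block as a batch test and the correlations of the single treatments and of wounding by 2,4-D with gene length were chosen after the result was seen.

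The response to the combined treatment differed between the genotypes, with 5153 genes higher and 4386 lower in *clf swn* by the test of the interaction itself. Higher and lower are on the signed log2 scale, so a gene less repressed in *clf swn* counts as higher. Several technical explanations were tested. With each library thinned to the smallest total, 9179 genes passed, and without the 42 genes that are among the 10 with most counts in any library, 9503 passed. The interaction log2 fold change had a Spearman correlation of 0.000358 with exon length and of 0.00114 with exon GC content across genes. A mislabelled genotype was examined through *CLF*, whose lowest CPM in wild type was 15.4 times its highest in *clf swn*. With the replicate block 9864 genes passed. These tests all went against the technical explanations. Chance was not tested by the splits of the libraries: 1 of the 4 gave as many genes, the real one, and the next largest gave 0, but 4 splits cannot give a share under 0.05 whatever the data, so this count weighs neither for nor against the pattern. Only splits taking 1 library of each replicate number on each side were counted; the others would also part replicate numbers unequally. By that count alone the pattern cannot be told apart from a chance split, whatever the data. In simulated data of this design, with counts varying as the model assumes, 11 unchanged genes were called for this interaction, against 9539 calls here, so false calls of the test do not account for the number of genes. A smaller response of *clf swn* to the treatment may be put forward as a hypothesis, since it was found and tested on the same data.

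Tissue treated with 2,4-D alone or wounded alone enters the paper's PCA and heatmap but none of its comparisons, and a signal appeared in both against mock. In wild type, 4156 genes were up- and 4370 down-regulated by 2,4-D, and 2275 and 1755 by wounding. In *clf swn*, 1229 and 1340 changed with 2,4-D and 213 and 12 with wounding. The interaction of wounding and 2,4-D had a positive term for 1695 and a negative term for 2323 genes in wild type, and for 165 and 59 genes in *clf swn*. For each of these 6 results 1 of the 4 splits of the libraries gave as many genes, the real one; the next largest count was 10 for wounding in wild type and 0 for the other 5. As above, 4 splits cannot give a share under 0.05. Thinned to the smallest total, the calls numbered 8387 and 2456 for 2,4-D, 3913 and 212 for wounding and 3642 and 185 for the interactions, in wild type and *clf swn*, so depth does not account for them.

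Gene length was a further candidate explanation for the signal in the single treatments. The log2 fold change correlated with exon length at a Spearman rho of -0.304 for wounding in wild type and -0.336 in *clf swn*, with shorter genes rising, and at 0.315 for the interaction in wild type. These 3 passed the limit of 0.3 set for such a bias. For 2,4-D the values were -0.128 and -0.101, and for the interaction in *clf swn* 0.155, under the limit. After the trend of each library on exon length was removed, 3542 genes were called for wounding in wild type, 3110 of them also called without the correction, and 187 in *clf swn*, 183 of them shared. Among the genes with an exon length, the interaction in wild type had 4011 calls before and 2931 after the correction, 2541 of them shared, and that in *clf swn* 223 and 201, 189 of them shared. The counts for 2,4-D were 8408 and 2541. The length trend thus does not account for the calls as a whole, but for single genes after wounding a length effect cannot be told apart from the response. Whether RNA quality after wounding or the genes that respond to it give rise to the trend was tested only in part, as described under the other observations.

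The low number of genes changed by wounding in *clf swn* was compared with that in wild type. With all libraries at the same depth, wild type still had 18.5 times as many calls. The biological coefficient of variation of *cs*-W and *cs*-M was 0.957 times that of WT-W and WT-M, so the replicates of *clf swn* were not more variable. The SD of the log2 fold changes in *clf swn* was 0.719 times that in wild type, but this SD holds replicate noise beside the response, so it does not show how much smaller the response itself is, and the low number cannot be told apart from smaller fold changes in *clf swn*. The count is unstable: it ran from 74 to 598 genes up-regulated over the 6 fits that each left out 1 replicate, and was 879 with untreated and mock pooled as control. A difference between the genotypes in the response to wounding alone, or to 2,4-D alone, was not tested.

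Untreated *clf swn* libraries drew attention in 3 measures, where 1 library lay far from the others of its group. Set C1 replicate 2 had a total of 11759902 counts. Set C0 replicate 2 had 0.651% of its counts on chloroplast genes and 0.109% on mitochondrial genes. The test was run on 20 groups of values, measures taken on the WT-ctrl and *cs*-ctrl libraries. About 1 in 20 is expected to show such a library by chance if independent, and 3 of the 20 did. All 3 lay in *cs*-ctrl, 2 of them through the same library. Measures on the same libraries are not independent, so this count is no clear excess. Displacement of other counts by chloroplast RNA was tested by leaving out the genes of both organelles, after which *cs*-ctrl against WT-ctrl gave 4383 calls in place of 4385, so it does not affect that comparison. No biological explanation was tested, since the library has the same condition as its replicates.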

How the results depend on the processing

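Alternatives were set before the data were examined, except for library totals recycled along the matrix of genes, PRC2 shares among the TFs that passed the filter, and the single genes with all groups in one fit, no filter or at least 10 counts in every library, which were chosen after seeing the values. The up- and down-regulated counts below are given in this order. Where a result changed, the cause was not tested unless stated.

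The fold rule had the strongest effect among the choices tried in the comparisons that use it. With the adjusted p alone the counts were 6417 and 6141 for *cs*-WA against WT-WA, 4654 and 5197 for *cs*-ctrl against WT-ctrl, 4444 and 4240 for *cs*-WA against *cs*-ctrl and *cs*-M, 6909 and 7030 for WT-WA against WT-ctrl and WT-M, and 995 and 792 for *cs*-WA against all 5 control groups. With the fold rule on the model's log2 fold change they were 2365 and 1788, 4671 and 5195, and 626 and 431 for the last 3 of these, and 4055 down-regulated genes for the first. The share of up-regulated genes among the calls moved with it. In *cs*-WA against *cs*-ctrl and *cs*-M it was 77.1%, and 51.2% with the adjusted p alone, 56.9% with the fold rule on the model and 64.3% with at least 10 counts in every library. Against all 5 control groups it was 84.7%, and 55.7%, 59.2% and 66.7% under the same settings. The excess of up-regulated genes in both comparisons therefore depends on the fold rule and the filter.

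Under the filter of at least 10 counts in every library the counts were 1108 and 1695 for *cs*-ctrl against WT-ctrl and 50 and 25 for *cs*-WA against all 5 control groups, with 489 up-regulated genes in *cs*-WA against *cs*-ctrl and *cs*-M and 1486 in WT-WA against its controls. This filter removes genes absent from the controls, so depth limits what can be called among them.

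With a log2 fold change of at least 1 in the model of all groups, *cs*-A had 678 and 786 genes and WT-W 1390 and 630, WT-WA against WT-M had 3172 up-regulated genes and *cs*-WA against *cs*-M 829 down-regulated ones. The up-regulated share rose from 56.5% to 68.8% in WT-W and from 53.6% to 66.3% in *cs*-WA. With untreated and mock pooled as control, *cs*-W had 879 and 74 genes. With DESeq2 it had 32 down-regulated genes. The wounding by 2,4-D interaction in *clf swn* was the least stable of the interactions: 293 and 129 genes with DESeq2, and 89, 39 and 22 negative terms with the replicate block, RLE normalization and no filter on low counts. With no filter the share of positive terms was 87.8% in place of 73.7%.

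By the unadjusted p, the share of PRC2 targets kept its direction and side of the threshold with DESeq2 and the replicate block in all 5 comparisons. With the adjusted p alone it was 65.2% (p = 0.199, two-sided Fisher's exact test) for *cs*-ctrl, no longer past the threshold before adjustment, and 61.3% (p = 0.792, same test) for WT-WA against its controls, below the share of the other listed TFs. These tests count listed TFs that did not pass the filter as not up-regulated. Among those that passed it, the share of 64.7% for WT-WA against its controls newly passed (p = 0.0324, two-sided Fisher's exact test). This p is near the threshold, and 7 TFs whose marks differ between lists count as targets. The other 4 comparisons kept direction and side of the threshold by the unadjusted p. With Benjamini-Hochberg adjustment over the 5 tests, *cs*-ctrl newly passed as well, at 0.00149 in place of 0.0657. A TF silent in both groups fails the filter, so this choice selects in part by the change itself. Part of the lower p may therefore be built in. The slope of the response was 0.636 among genes called in *clf swn*. In the PCA, 2000 genes gave 49.8% and 33.2%, all genes passing the filter 51.6% and 28%, and a mean CPM of at least 1 gave 24.9% on the second PC.

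With the replicate block the counts were 3439 and 2445, 1781 and 2599, 1162 and 345, 2464 and 3023, and 210 and 36 in the 5 comparisons, 5328 and 4536 for the genotype by WA interaction, 1883 and 2551 for the wounding by 2,4-D interaction in wild type and 193 and 89 for that in *clf swn*. Residuals of libraries with the same replicate number had a mean correlation of 0.068 over 187 pairs, a low value that does not point to paired plants. The mean of -0.034 for 374 other pairs follows from centring on group means and adds no comparison.

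Fits that each left out 1 replicate gave from 3596 to 4013 and from 2601 to 2921 genes for *cs*-WA against WT-WA, from 1874 to 2002 and from 2723 to 2942 for *cs*-ctrl, from 1159 to 1357 and from 345 to 459 for *cs*-WA against its own controls, from 2486 to 2795 and from 3036 to 3393 for WT-WA against its controls, and from 201 to 244 and from 18 to 52 for *cs*-WA against all 5 control groups. With fewer libraries the fold rule has fewer ratios to meet, while the test has less information. In the model of all groups the ranges were 3848 to 4196 and 4147 to 4380 for WT-A, 972 to 1261 and 996 to 1250 for *cs*-A, 1857 to 2276 and 1503 to 2228 for WT-W, 74 to 598 and 3 to 158 for *cs*-W, 4658 to 4889 and 5136 to 5243 for WT-WA, and 1745 to 2169 and 1192 to 1726 for *cs*-WA. They were 4718 to 5016 and 3870 to 4219 for the genotype by WA interaction, 1233 to 2082 and 1777 to 2381 for the wounding by 2,4-D interaction in wild type, 115 to 314 and 9 to 504 for that in *clf swn*, and 0.353 to 0.391 for the slope of the response.

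The other 217 values of these results under the alternatives stayed within 1.5 times of the count, within the spread between replicates, or on their side of the threshold. Among the named genes, 497 values kept direction and side of the threshold under DESeq2, RLE normalization, the replicate block, all untreated samples, all groups in one fit and the 2 other filters. The exceptions were *ESM1*, which no longer passed with the replicate block, AT4G31760, which newly passed with DESeq2 and with all groups in one fit, and *ATHB54*, which newly passed with all groups in one fit (adjusted p = 4.5e-16, edgeR's quasi-likelihood test, and from 0.032 to 0.24 under the other settings that tested it). Over the fits leaving out 1 replicate, 1108 values kept both, 24 no longer passed and 9 newly passed. Several TF genes of Table 1 no longer passed when 1 *cs*-WA replicate was left out, *TCP1*, *SHP1*, *AGL14* and *TT16* whichever it was. The same held for *ESM1* and AT4G31330. That comparison fits its pooled control groups as 1 class, so differences between those groups enter the spread behind its p-values. A lost pass there need not mean that a gene varies between replicates. All 15 tested TFs of Table 1 were up-regulated in *cs*-WA against *cs*-M, in the model with a mean for each group.

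Splits of the libraries were counted only where each side takes libraries in the same replicate numbers as the real one; the others would mix the replicate numbers unequally. 1 of the 64 splits of the libraries gave as many genes for *cs*-WA against its own controls (next largest 3), 1 of the 48 for WT-WA against its controls (next largest 30) and 1 of 100 drawn from 448 for *cs*-WA against all 5 control groups (next largest 2). For *cs*-WA against WT-WA, *cs*-ctrl against WT-ctrl, and WT-WA and *cs*-WA against mock it was 1 of the 4 splits, with 0 genes in the next largest, and 4 splits cannot give a share under 0.05.

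Genes that fail a filter have no value under the alternatives that use it.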

Differences from the paper's values

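For *cs*-WA against *cs*-ctrl, *cs*-M, WT-ctrl, WT-M and WT-WA, 222 genes were up-regulated, where the paper's count is 139. Of the alternatives set before the data were examined, DESeq2 gave 204, the fit without *cs*-WA replicate 1 gave 201 and that without *cs*-WA replicate 2 gave 203, each within 1.5 times the paper's count. The others did not: RLE normalization gave 220, no filter on low counts 310, at least 10 counts in every library 50, the replicate block 210, all groups in one fit 238, the adjusted p alone 995, the fold rule on the model's log2 fold change 626, the fold rule on TMM-scaled CPM 211, zeros set to 0.1 CPM 222, each control group tested separately 232, and the other fits leaving out 1 replicate 214 to 244. Recycled totals gave 269 and recycled totals with DESeq2 217, both chosen after seeing the values, and neither came within 1.5 times.

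The paper places RBE, ATHB54, AT2G45120 and AT3G25790 among the TFs up-regulated in this comparison, and they were not called here. *RBE* had a log2 fold change of 2.93 and was called with the adjusted p alone, with the fold rule on the model's log2 fold change, without *cs*-WA replicate 2 and without *cs*-M replicate 3. AT2G45120 had 1.71 and did not pass the adjusted p without *cs*-WA replicate 1 or 3. It was called with the adjusted p alone, with the fold rule on the model and without *cs*-WA replicate 2. Recycled totals, with edgeR and with DESeq2, also called both and were chosen after seeing the values. *ATHB54* had 2.93 and was called under none of the settings run. AT3G25790 did not pass the filter, and was called with no filter on low counts, at 3.16, and with recycled totals under both tools, chosen after seeing the values.

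The paper lists AT4G31760 among the up-regulated peroxidase genes. It was not called here, at a log2 fold change of 2.13. It was called without *cs*-M replicate 3, at 2.32, and with recycled totals and DESeq2, at 2.16, the latter chosen after seeing the values.

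The paper counts *LBD29* among the root genes activated by the treatment in *clf swn*. In *cs*-WA against *cs*-ctrl and *cs*-M it did not pass the filter here. It was called with no filter on low counts, at a log2 fold change of 4.46, and with recycled totals under both tools, chosen after seeing the values.

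The paper limits activation of the shoot and embryo TFs by the treatment to tissue without PRC2. Here 3 of them were up-regulated in wild type against mock, at log2 fold changes in WT-WA of 5.03 for *LEC1*, 0.94 for *ABI3* and 0.88 for *ABI5*. In WT-WA the means were 0.278, 1.35 and 21.7 CPM, against 2.33, 207 and 196 CPM in *cs*-WA. *LEC1* lay near the floor of 3 counts in WT-WA, so the size of its fitted change is open. Against WT-ctrl and WT-M pooled, 0 of the 5 tested were called up-regulated, but *ABI3* and *ABI5* were higher at an adjusted p under 0.05 in edgeR's quasi-likelihood test, with log2 fold changes of 1.56 and 1.01, and failed the fold rule only.

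The paper describes the numbers of genes changed by the treatment in both genotypes as alike. Its own counts against pooled controls, given above, are also higher in wild type, so this difference is with its wording and not with its counts. Here the combined treatment gave 5487 calls in wild type and 1507 in *clf swn* against pooled controls, and 10138 and 3863 against mock.

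The paper names a transport category among the GO categories of down-regulated genes in its text that differs by 1 word from that in its S2 Table. The genes listed there under oligopeptide transport were those looked up here, with a median log2 fold change of -2.60.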

Other observations

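The tests of neighbouring genes and of genes already changed in the mock-treated mutant were set before their results were seen. The tests of the slope among genes called in *clf swn* and among all tested genes, of the TFs of Table 1 in the single treatments, of the RPKM divisor, of the exchanged read totals, of the closeness of untreated libraries, of a deleted segment and of library quality after wounding were chosen after the result was seen.

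The TFs of Table 1 are presented in the paper as up-regulated in *cs*-WA against control groups that do not include the single treatments. A response to 2,4-D without wounding was tested as an explanation: of the 15 tested TFs, 11 were up-regulated in *cs*-A against *cs*-M. A response to wounding without 2,4-D was tested in the same way and 0 were up-regulated in *cs*-W, with 0 at an unadjusted p under 0.05. For 11 of these TFs the increase in *cs*-WA may therefore be a response to 2,4-D that does not need wounding. The TFs were chosen by the paper for their increase in *cs*-WA, not in *cs*-A, so the test could have come out the other way.

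The smaller response of *clf swn* to the combined treatment may arise because genes are already changed in the mutant before treatment. Among 3089 genes called in wild type with a log2 fold change between *cs*-M and WT-M under 0.3, the slope of *clf swn* on wild type was 0.422, and among the other 7049 genes 0.362. Without a choice by calls, the slope was 0.417 among the 8954 tested genes with a mock difference under 0.3 and 0.358 among the other 12161. Both values under that difference lie below the limit of 0.7 set for this test, but they do not decide the question. A slope of *clf swn* on wild type also falls where single genes respond differently in the genotypes. Over all tested genes the slope of wild type on *clf swn* was 0.787. Among genes called in *clf swn*, the slope was 0.748 for the 768 with a mock difference under 0.3 and 0.610 for the other 3095, so for this set the smaller response cannot be told apart from the explanation. Other explanations were not tested.

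Overlap between treatments was counted within the model of all groups. Of the genes up-regulated in *cs*-A, 829 (67.5%) were also up-regulated in *cs*-WA, and of the 213 up-regulated in *cs*-W, 190 (89.2%). In wild type, 3707 (89.2%) of the genes up-regulated in WT-A were also up-regulated in WT-WA. WT-A and *cs*-A shared 558 up-regulated and 706 down-regulated genes.

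Genes expressed in every library of one genotype and at 3 counts or fewer in every library of the other were examined for their positions. Of 23 such genes in wild type, 6 lay within 5 genes of another one, where random sets of the same size had at most 2 in 95% of the draws and at most 5 in any (p = 1e-04 by permutation, the smallest the draws can give). These 6 were *SAUR29*, *SAUR27* and *SAUR26* in 1 group and *SAUR19*, AT5G18030 and *SAUR22* in another. Loss of neighbouring genes together is consistent with this value. A deleted segment as its form was tested on AT5G18040, which lies between the genes of the second group: its lowest count in a *clf swn* library was 192 and its highest 407, so that gene is not deleted. Of 74 genes expressed only in *clf swn* by the same rule, 11 lay within 5 genes of another one, where random sets had at most 6 in 95% of the draws and at most 14 in any (p = 0.001 by permutation). Activation of neighbouring genes together is consistent with this value. Tandem copies with similar regulation would give the same pattern, and this was not tested.

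Library quality after wounding was examined through the slope of expression on log2 exon length in each library. The mean slope was 0.139 in WT-M and -0.0906 in WT-W, and 0.0113 in *cs*-M and -0.11 in *cs*-W. A lower slope was not limited to wounding: with 2,4-D alone it was -0.034 in wild type and -0.0562 in *clf swn*, and with both treatments -0.00835 and -0.131. The largest SD between replicates of a group was 0.468 times the smaller of the differences between wounded and mock groups, under the limit of 1 set for this test. The replicates were not alike, though: the slopes in *cs*-W ran from -0.175 to -0.0695, and chloroplast genes took 0.132% of the counts in *cs*-W replicate 1 and 1.214% in replicate 3. Every wounded library had a lower slope than every mock-treated one of its genotype, so a quality that varies between replicates does not account for the direction of the trend, but its share in the size of the trend in *clf swn* is open. A quality that wounding changes in all replicates alike cannot be told apart from a biological response of short genes by this test.

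The RPKM of the supplementary tables did not match the counts when each library's own total was used as divisor: the gene length implied by 9527 values of 2353 genes deviated by a median of 6.72% and by up to 61.6%. With library totals recycled along the matrix of genes, so that successive genes and not successive libraries take successive totals, the median deviation was 0.0029% and the largest 1.1%. This is consistent with totals applied out of step with the columns. The applied total was between 0.629 and 1.59 times the library's own. When the fold rule was applied to such values with no filter on low counts, 240 of the 240 genes listed as down-regulated in *cs*-WA against *cs*-ctrl and *cs*-M were called, against 208 with each library's own total, and 1791 of 1794 genes listed as up-regulated in *cs*-ctrl against 1666. These settings were chosen after seeing the values. The counts of genes under them were 3096 and 2994 for *cs*-WA against WT-WA and 1522 and 242 for *cs*-WA against *cs*-ctrl and *cs*-M.

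The counted reads that S7 Table gives for replicate 2 of WT-W and *cs*-W are those of the other library in the count table. An exchange of these libraries in the count table was tested through *CLF*, which was at 1.06 CPM in the library labelled *cs*-W replicate 2, within the range of *clf swn*. This goes against an exchange in the count table and leaves one in the printed table as a possible explanation.

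The 3 untreated *clf swn* libraries of set C1 were closer to each other than other replicates, with a biological coefficient of variation of 0.0609 against 0.127 to 0.206 in the other sets of untreated and treated libraries with 3 replicates. A technical split of 1 library was tested: the lowest chi-square per gene between 2 of them was 3, where counting error alone gives about 1, so they are not parts of 1 library. In wild type the chi-square per gene was 25.98 to 39.66 between C0 and C1 libraries, against 11.37 to 15.88 within C0. In *clf swn* these ranges overlapped, at 9.07 to 33.6 between the sets and 15.37 to 22.41 within C0. What the names C0 and C1 stand for is not stated in the materials used here.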
